# Traumatic brain injury promotes neurogenesis at the cost of astrogliogenesis in the adult hippocampus of male mice

**DOI:** 10.1038/s41467-024-49299-6

**Published:** 2024-06-18

**Authors:** P. Bielefeld, A. Martirosyan, S. Martín-Suárez, A. Apresyan, G. F. Meerhoff, F. Pestana, S. Poovathingal, N. Reijner, W. Koning, R. A. Clement, I. Van der Veen, E. M. Toledo, O. Polzer, I. Durá, S. Hovhannisyan, B. S. Nilges, A. Bogdoll, N. D. Kashikar, P. J. Lucassen, T. G. Belgard, J. M. Encinas, M. G. Holt, C. P. Fitzsimons

**Keywords:** Adult neurogenesis, Gliogenesis, Molecular neuroscience, Neurodegeneration, Neural stem cells

## Abstract

Traumatic brain injury (TBI) can result in long-lasting changes in hippocampal function. The changes induced by TBI on the hippocampus contribute to cognitive deficits. The adult hippocampus harbors neural stem cells (NSCs) that generate neurons (neurogenesis), and astrocytes (astrogliogenesis). While deregulation of hippocampal NSCs and neurogenesis have been observed after TBI, it is not known how TBI may affect hippocampal astrogliogenesis. Using a controlled cortical impact model of TBI in male mice, single cell RNA sequencing and spatial transcriptomics, we assessed how TBI affected hippocampal NSCs and the neuronal and astroglial lineages derived from them. We observe an increase in NSC-derived neuronal cells and a concomitant decrease in NSC-derived astrocytic cells, together with changes in gene expression and cell dysplasia within the dentate gyrus. Here, we show that TBI modifies NSC fate to promote neurogenesis at the cost of astrogliogenesis and identify specific cell populations as possible targets to counteract TBI-induced cellular changes in the adult hippocampus.

## Abstract (web summary)

TBI patients may develop long-term cognitive issues and neurodegenerative diseases. Here, the authors show that TBI induces structural changes in the mouse hippocampus by promoting neurogenesis at the cost of astrogliogenesis, and cellular dysplasia.

## Introduction

Traumatic brain injury (TBI) is a major global health problem linked to everyday life events such as domestic activities, participation in (contact) sports, road accidents and occupational hazards, in which head trauma causes brain damage^1^. In total, 69 million people worldwide suffer from TBI annually^2^. While TBI-induced brain damage is the leading cause of death below 45 years of age^3^, nearly half of milder TBI patients experience some form of long-term cognitive impairment^4^ and are more likely to develop depression and neurodegenerative diseases^5–7^. Despite these devastating consequences for patients, there is currently a lack of specific therapeutic targets, or effective drug treatments, for TBI^8,9^.

Although frequently spared from the acute primary injury, the hippocampus generally becomes affected during a secondary injury phase, which spreads throughout the brain after the initial TBI^3^. Importantly, increasing evidence indicates that cognitive dysfunction after TBI is associated with changes in hippocampal function^3^, that occur during this secondary phase. The hippocampus is critical for cognition, and also one of the few areas in the adult brain that harbors native neural stem cells (NSCs), that have been implicated in cognitive and emotional control^10^. Upon activation, NSCs generate proliferative progenitor cells and neuroblasts, which give rise to immature dentate granule neurons^11^. In addition, NSCs generate new astrocytes (astrogliogenesis) under physiological conditions^12–15^. These newly generated neurons and astrocytes persist in a specialized anatomical location in the subgranular zone of the Dentate Gyrus (DG), termed the adult hippocampus neurogenesis (AHN) niche^16,17^. Although the functional contribution of some of the NSC-derived neuronal cell types within the AHN niche has been studied^18,19^, the properties of the adult NSC-derived astrocytes remain less well characterized^14^.

Here, we aimed to assess in detail how TBI affects NSC fate in the adult hippocampus, leading to changes in neurogenesis and astrogliogenesis and, consequently, in the relative cellular composition of the AHN niche. We applied a controlled cortical impact (CCI) model of TBI^20^. The CCI model is commonly used to model moderate to severe TBI, due to its intrinsic characteristics. Frequently, an open-head CCI is used to induce reproducible local primary cortical damage and graded injury. In particular, the need for a craniotomy makes this model unsuitable for mild TBI. In the CCI model, injury severity is defined using a priori technical injury parameters, such as impact depth and speed, and a posteriori histological and behavioral outcomes, such as brain tissue loss at the site of primary injury and learning/memory impairments. Specifically, a moderate TBI induced using CCI in mice is characterized by considerable cortical tissue loss with little to no hippocampal tissue loss, and the presence of spatial learning/memory impairments^20,21^. In the moderate TBI induced by CCI, gliosis in the primary perilesional cortical region increases and then rapidly decreases to pre-impact levels shortly after impact, while hippocampal gliosis peaks later, after the first-week post impact in the in the absence of initial hippocampal tissue damage^22,23^. Interestingly hippocampal NSC proliferation and neurogenesis levels are sensitive to injury severity in the CCI model^24^.

Nestin-GFP mice in which GFP is expressed in individual cells of the AHN niche under the control of the neuroepithelial stem cell protein (Nestin) promoter^25,26^ has been used in single-cell RNA sequencing (scRNA-seq) studies of the AHN niche to sort NSCs, neural progenitor and other cell populations using flow cytometry, as well as to exclude that populations of NSCs are dominated by astrocytes, due to the otherwise close similarity between the two cell types^27–29^. We applied CCI to Nestin-GFP mice and analyzed the effect of TBI using Nestin-GFP cells purified by flow cytometry followed by (scRNA-seq) and spatial transcriptomics analysis of the dentate gyrus.

Here, we show that TBI disturbs the balance between NSC-driven neuro- and astrogliogenesis, effectively reducing the numbers of NSC-derived astrocytes, while increasing the number of NSC-derived neuronal cells. In addition, we molecularly characterize several cell populations derived from hippocampal NSCs. Finally, we trace back these cell populations in situ, uncovering significant changes in the anatomical location of NSC-derived cell populations in the DG after TBI. As such, our work provides a basis for future investigations of specific cell populations that could serve as targets to counteract the changes induced by TBI in the hippocampus^30^, and may help us to better understand the role of NSCs in hippocampal neurodegeneration.

## Results

### TBI-induced cellular changes in the dentate gyrus and hippocampus-dependent cognition

First, we characterized cellular changes in the hippocampi of mice subjected to moderate TBI and how this correlates to changes in hippocampus-dependent cognition. For this, we compared sham craniotomized mice (Control) and mice subjected to unilateral controlled cortical impact (TBI). Fifteen days post-surgery, TBI was found to have induced unilateral hippocampal astrogliosis, as the percentage of tissue is positive for GFAP signal, a parameter that estimates astrocyte density and hypertrophy^23,31^ (Fig. 1a–d). The lack of GFAP signal in the boxed area in Fig. 1a indicates the cortical tissue loss at the site of primary injury, compatible with direct cortical damage in the CCI model. We then injected mice with BrdU at the time of CCI or control craniotomy and sacrificed them 15 days after injury. We observed an increase in cell proliferation in the DG, as assessed by the number of BrdU+ cells present per mm^3^ (Fig. 1e, f). This increase in cell proliferation was reflected in an increase in the number of local (mature) proliferating astrocytes (Fig. 1g), measured as S100B + /BrdU+ cells present per mm^3^ (Fig. 1h) or the percentage of S100B+ cells that incorporated BrdU (Fig. 1i). Clusters of S100B + /BrdU+ cells were observed in the hilus (Fig. 1g, white arrowheads).

**Fig. 1:**
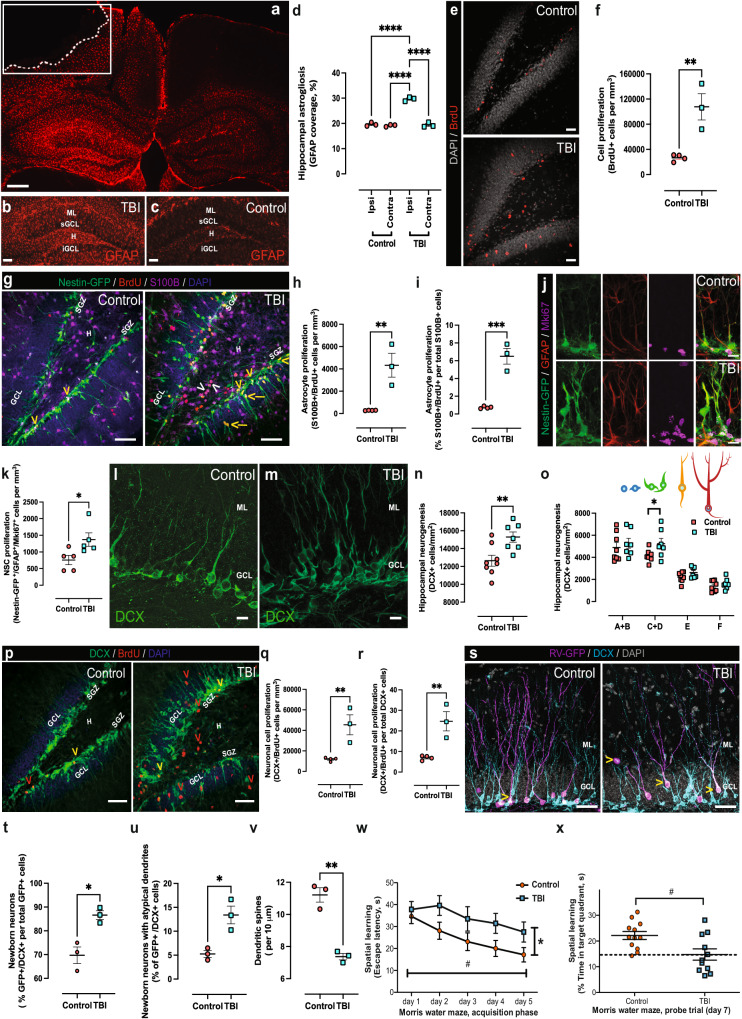
Immunohistochemical and behavioral characterization of hippocampal changes following TBI. Micrograph representative of three independent experiments. Red: GFAP immunohistochemistry showing ipsilateral astrogliosis (**a**), white box: the location of the controlled cortical impact, dotted line: approximate boundary of the cortical lesion, scale bar, 250 µm. Micrographs representative of three independent experiments showing increased astrogliosis in the hippocampus of Control (**b**) vs. TBI (**c**) mice. ML molecular layer, sGCL suprapyramidal granule cell layer, H hilus, iGCL infrapyramidal granule cell layer. Scale bars, 100 µm. Quantification of GFAP surface coverage in the dentate gyrus, *n* = 3 mice. Data are presented as mean values +/− SEM, ***P < 0.0001 one-way ANOVA with Tukey’s post hoc test (**d**). Micrographs representative of three independent experiments showing proliferative cells in the DG. Red: BrdU, gray: cell nuclei labeled DAPI, scale bars, 40 µm (**e**). Quantification of cell proliferation in the DG, *n* = 4 mice. Data are presented as mean values +/− SEM, **P = 0.0061 two-tailed, unpaired *t* test (**f**). Micrographs representative of three independent experiments. Green: Nestin-GFP, red: BrdU (red), magenta: mature astrocyte marker S100B. Cell nuclei were labeled with the DNA marker DAPI (blue). Yellow arrowheads: Nestin-GFP^+^/BrdU^+^ cells, yellow arrows: Nestin-GFP^+^/BrdU^+^ cells in the GCL. Deep pink: S100B^+^/BrdU^+^ astrocytes^,^ white arrowheads S100B^+^/BrdU^+^ astrocytes in the hilus. Scale bars, 60 µm (**g**). Quantification of astrocyte proliferation in the DG expressed as the total number of S100B^+^/BrdU+ cells per mm^3^, *n* = 4 mice. Data are presented as mean values +/− SEM, **P = 0,0060 two-tailed, unpaired *t* test (**h**). Quantification of astrocyte proliferation in the DG expressed as the % of total S100B^+^ cells that incorporated BrdU, *n* = 4 mice. Data are presented as mean values +/− SEM, ***P = 0,0063 two-tailed, unpaired *t* test (**i**). Micrographs representative of three independent experiments showing proliferative NSCs in the DG (Nestin-GFP^+^/GFAP^+^/Mki67^+^ cells). Green: Nestin-GFP, red: GFAP, magenta: Mki67, merge: Nestin-GFP^+^/GFAP^+^/Mki67^+^, scale bars, 15 µm (**j**). Quantification of NSC proliferation in the DG expressed as the total number of Nestin-GFP^+^/GFAP^+^/Mki67^+^ per mm^3^, *n* = 5 mice. Data are presented as mean values +/− SEM, *P = 0.0374 two-tailed, unpaired *t* test (**k**). Micrographs representative of three independent experiments showing cells expressing DCX in the DG of Control (**l**) or TBI (**m**) mice, scale bars, 10 µm. Quantification of hippocampal neurogenesis expressed as total numbers of DCX+ cells in the dentate gyrus, Control *n* = 5 mice, TBI *n* = 4 mice. Data are presented as mean values +/− SEM, *P < 0.0078 two-tailed unpaired *t* test (**n**). Quantification of six DCX+ cell phenotypes according to the presence, shape and orientation of apical dendrites ^27^ within the DG. Control *n* = 5 mice, TBI *n* = 4 mice. Data are presented as mean values +/− SEM, *P = 0.0431 one-way ANOVA with Tukey’s post hoc test (**o**). Micrographs representative of three independent experiments showing proliferative cells in the DG, Green: DCX antibodies, red: BrdU, blue: cell nuclei labeled DAPI. Yellow somas indicated by yellow arrowheads: DCX^+^/BrdU^+^ cells, red somas indicated by red arrowheads: (DCX^-^/BrdU^+^) cells, scale bars, 80 µm (**p**). Quantification of neuronal cell proliferation in the DG expressed as the total number of DCX^+^/BrdU^+^ cell per mm^3^, *n* = 4 mice. Data are presented as mean values +/− SEM, **P = 0.0095 two-tailed, unpaired *t* test (**q**). Quantification of neuronal cell proliferation in the DG expressed as the % of total DCX^+^ cells that incorporated BrdU, *n* = 4 mice. Data are presented as mean values +/− SEM, **P = 0.0068 two-tailed, unpaired *t* test (**r**). Micrographs representative of three independent experiments. Magenta: RV-GFP, cyan: DCX. Yellow arrows: RV-GFP^+^/ DCX^+^ cells in the external half of the GCL or the ML, scale bars, 20 µm (**s**). Quantification of newborn neuron numbers expressed as the % of DCX+ cells that were positive for RV-GFP, *n* = 4 mice. Data are presented as mean values +/− SEM, *P = 0.0129 two-tailed, unpaired *t* test (**t**). Quantification of the number of newborn neurons with two primary dendrites emerging directly from the soma, or a main dendrite bifurcating within the first 10 µm from the soma (atypical dendrites) expressed as the % of total newborn neurons, *n* = 4 mice. Data are presented as mean values +/− SEM, *P = 0.0146 two-tailed, unpaired *t* test (**u**). Quantification of dendritic spines density in secondary and tertiary dendrites of newborn cells expressed as the number of spines per 10 μm long dendritic segment, *n* = 4 mice. Data are presented as mean values +/− SEM, **P = 0.0014 two-tailed, unpaired *t* test (**v**). Escape latency in the Morris Water Maze test Control *n* = 12 mice, TBI *n* = 11 mice. Data are presented as mean values +/− SD, #*F*(1, 109) = 67,0012, *P* = 5,56 10^−13^ time, *F(4, 109) = ^1^9,6203, *P* = 3, 47 10^−12^ treatment, two-way repeated measures ANOVA with Bonferroni post hoc test. Exact *P* values were calculated using *P* = F.DIST.RT(F, DFn, DFd) (**w**). Percentage of time spent in the target quadrant during the Morris water maze probe trial, Control *n* = 12 mice, TBI *n* = 11 mice. Data are presented as mean values +/− SEM, ^#^*P* = 0.011 two-tailed, unpaired *t* test (**x**). Source data are provided as a Source Data file.

In addition, we observed an increased number of proliferative NSCs (Nestin-GFP + /GFAP + /Mki67+ cells) in the TBI group (Fig. 1j, k), and increased neurogenesis, as assessed by the total numbers of DCX+ cells in the DG (Fig. 1l–n). DCX+ cells where subdivided into 6 categories, according to the presence and shape of their apical dendrites: A, no processes; B, stubby processes; C, short horizontal processes; D, short vertical processes oriented to the molecular layer; E, one long vertical dendrite; F, long branched vertical dendritic tree, as described in^32^. We found a significant increase in category C and D cells (Fig. 1o), which have been classified as early neuroblasts that express the proliferation marker *Mki67*^32^. The increase in DCX+ cells in the DG of TBI mice was reflected by an increase in neuronal cell proliferation (Fig. 1p), measured as the total number of DCX^+^/BrdU^+^ cells per mm^3^ (Fig. 1q) or the percentage of DCX^+^ cells that incorporated BrdU (Fig. 1r). To address the longer-term effect of TBI on newborn neurons we traced the integration of newborn neurons in the DG using a retroviral vector expressing GFP (RV-GFP) that only labels dividing cells, which can then be visualized in hippocampal slices^33^. The RV-GFP was injected immediately before the CCI-induced TBI or control craniotomy, and mice were sacrificed 15 days after injury. We observed a significant increase in the percentage of newborn neurons (GFP^+^ cells co-expressing DCX as a fraction of total GFP^+^ cells) in the TBI group compared to Control (Fig. 1s, t). In addition to their numerical increase, we observed morphological changes in newborn neurons in the TBI group. Specifically, we observed that a higher percentage of the newborn neurons in the TBI group presented dendritic arbors with two primary dendrites emerging directly from the soma, or a main dendrite bifurcating within the first 10 μm from the soma (Fig. 1u). Newborn neurons in the TBI group also had a significantly lower number of dendritic spines per distance unit (Fig. 1v). The cellular changes observed in the DG corelated with impaired performance in the Morris water maze, a commonly used test for hippocampus-dependent spatial learning and memory. Mice subjected to TBI showed deficits in learning the position of a hidden platform in the test pool (Fig. 1w, x). Together, these results show that changes in the cellular architecture of the hippocampus correspond with impairments in cognition 15 days after TBI.

### A single-cell census of the AHN niche reveals that cell identity is maintained after TBI

To understand the cellular changes induced by TBI in NSCs and their progeny in the DG in a comprehensive but unbiased manner, we used scRNA-seq. Nestin-GFP mice were divided randomly into Control and TBI groups. Fifteen days post-surgery, DGs from the respective experimental groups were microdissected and pooled for tissue dissociation, followed by isolation of Nestin-GFP+ cells using fluorescence-activated cell sorting (FACS) (Supplementary Fig. 1). Cells were then subjected to scRNA-seq according to the experimental group using the 10 × 3’ whole transcriptome workflow with Illumina sequencing. 

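The deposited files hold 1 table of counts per gene and cell for each condition, 2 libraries in all, since the animals of a condition were pooled before sorting 15 days after surgery. Nestin-GFP mice carry GFP under control elements of the gene for nestin, an intermediate filament of neural stem cells, so the sort set which cells entered the libraries. The paper states 5 Control and 6 TBI animals, the sample labels list 4 sham-operated and 4 TBI animals, and the cells cannot be assigned to single animals. The condition of each table was taken from the cell barcodes that the paper lists by condition. All 356 listed Control barcodes were found in the Control table and 0 in the TBI table, and all 320 listed TBI barcodes were found in the TBI table and 0 in the Control table. The authors aligned the reads to the mouse genome GRCm38/mm10 and counted unique molecular identifiers (UMIs), random tags that mark each captured RNA molecule, with Cell Ranger, and the counts are not normalized. The Control table holds 24723113 UMIs in 3086 barcodes (median 6864 per barcode) and the TBI table 31543330 UMIs in 5081 barcodes (median 5586). With 1 library per condition there are no replicates, so no test between the conditions was made here. The 95% intervals given with the values are exact Poisson intervals for sums of UMIs and Clopper-Pearson intervals for shares of cells, and they cover counting error only.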

An unbiased integration and clustering approach was then applied to the dataset (which contained a total of 7791 high-quality cells across both experimental groups), using the Seurat algorithm^34^. 

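The authors removed cells with low or high RNA content by limits that the paper's text does not give. Here, 3049 Control and 5038 TBI barcodes had at least 200 detected genes, and those within 3 median absolute deviations of the library's median UMI count on the log scale were kept, 3049 Control and 5036 TBI cells. The 8085 cells held between 503 and 47456 UMIs, with a median of 6928 UMIs and 2691 genes in Control cells and of 5663 UMIs and 2373 genes in TBI cells. Scrublet, which compares each cell with simulated pairs of cells, called 38 Control cells (1.25%) and 110 TBI cells (2.18%) doublets, and these were left in. As in the paper's methods, the libraries were integrated in Seurat on 20 dimensions of canonical correlation analysis over 2000 variable genes, with Malat1 left out, and clustered on 20 principal components at a resolution of 3.0. Each cluster took the name of the cell type whose marker genes, between 6 and 11 per type, had the highest mean standardized level in it. The paper's names are used for the rebuilt clusters, so that A-stage 3, for example, stands for the A-stage 3-like cluster.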

We were able to identify ten cell clusters representing the expected major cell types of the DG (Fig. 2a and Supplementary Data 1). 

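The named clusters held 345 NSCs, 372 RG-like cells, 1663 neuron-like cells, 1447 astrocyte-like cells, 1686 oligodendrocytes, 84 OPCs, 833 endothelial cells, 890 mural cells and 127 microglia. Clusters without a name held 112 cells nearest to astrocytes, 113 nearest to endothelial cells, 98 nearest to mural cells, 274 nearest to neurons and 41 nearest to oligodendrocytes. A cluster stayed unnamed when its median UMI count was under 0.333 times the library median and no marker was among its 10 leading genes, or when markers of another type led it. Nes, whose control elements drive the GFP used in the sort, was measured at 50.4 counts per 1000000 UMIs (CPM) in NSCs and 68.1 in RG-like cells. Its level was 448 CPM in endothelial cells, 263 in mural cells and 3.72 in oligodendrocytes.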

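Levels in CPM are the UMIs of a gene relative to those of all genes except Malat1, summed over the cells of both libraries. The named genes also served to name the clusters, so their levels describe the clusters and do not test them. In NSCs, Mki67 was measured at 885 CPM, Hmgn2 at 3311, Neurog2 at 214, Sox4 at 1941 and Sox11 at 2335. RG-like cells held 3398 CPM of Ccnd2, 458 of Vim and 435 of Hes5, with 74.6 of Mki67. For comparison, oligodendrocytes held 3.51 CPM of Mki67 and 2.41 of Hes5. Astrocyte-like cells were led by Slc1a3 (4387 CPM) and Aldoc (4192), followed by Aqp4 (1118) and S100b (411). Neurod1 reached 985 CPM in neuron-like cells, Dcx 818 and Snap25 136, while Mbp reached 4269, Mag 2536 and Mog 2058 in oligodendrocytes.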

Based on the expression levels of known marker genes, we defined abundant cell clusters containing NSCs (*Neurog2*^*+*^*, Hmgn2*^*+*^*, Sox4*^*+*^*, Sox11*^*+*^*, Mki67*^*+*^*)*, Radial Glia-like (RG-like) cells (*Ascl1*^*+*^, *Ccnd2*^*+*^*, Vim*^*+*^*, Hes5*^*+*^*, Mki67*^*-*^*)*, astrocyte-like cells (*Slc1a3*^*+*^*, Aqp4*^*+*^*, S100b*^*+*^*, Aldoc*^*+*^), neuron-like cells (*Neurod1*^*+*^, *Snap25*^*+*^*, Dcx*^*+*^), and oligodendrocytes (Oligo) (*Mog*^*+*^*, Mag*^*+*^*, Mbp*^*+*^). In addition, other less abundant cell populations were identified, such as oligodendrocyte precursor cells (OPC) (*Pdgfra*^*+*^*, Gpr17*^*+*^*, Mag*^*+*^), pericytes/mural cells (Mural) (*Des*^*+*^*, Col1a2*^*+*^), endothelial cells (Endo) (*Pecam1*^*+*^*, Flt1*^*+*^) and microglia (Mgl) *(Cd68*^*+*^*, Cx3CR1*^*+*^). 

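In OPCs, Gpr17 was measured at 1438 CPM and Pdgfra at 886, both under 5 CPM in oligodendrocytes (4.61 and 0.207). Mag was lower in OPCs than in oligodendrocytes, at 287 CPM. Mural cells held 311 CPM of Des and 298 of Col1a2, endothelial cells 622 of Pecam1 and 4741 of Flt1, and microglia 426 of Cd68 and 2750 of Cx3cr1. Outside their own type, Cx3cr1 stayed at or below 0.621 CPM and Des at or below 6.86 in the other named populations.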

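Of the 8085 cells, 62.3% came from the TBI library, and the share of TBI cells in each population was set against this value. NSCs came to 53.3% from the TBI library (95% interval 47.9 to 58.7) and astrocyte-like cells to 48.9% (46.3 to 51.5), both below it. Oligodendrocytes reached 66.1% (63.8 to 68.4), endothelial cells 68.4% (65.1 to 71.6) and mural cells 70.4% (67.3 to 73.4), all above it. The intervals of microglia (70.1%, 61.3 to 77.9), OPCs (66.7%, 55.5 to 76.6) and RG-like cells (59.4%, 54.2 to 64.4) included the share of all cells. The microglia pool a cluster of 83 cells at 74.7% (64.0 to 83.6) with a cluster of 44 cells at 61.4% (45.5 to 75.6). The second had few UMIs. The paper's figure marks its microglia result for a cluster named Mgl1, so the pooled share is not a like comparison. With the unnamed clusters added to their nearest type, the shares were 47.9% for astrocyte-like cells, 65.5% for oligodendrocytes, 69.1% for endothelial cells and 71.6% for mural cells. The alternative that moved a share most was a mitochondrial limit of 10%, which gave 75.9% for the few OPCs, within their interval. Thinning to 2000 UMIs before clustering gave 39.9% for astrocyte-like cells, outside their interval. That setting leaves out cells with fewer UMIs, and 608 of 740 Control but 413 of 707 TBI astrocyte-like cells were deep enough. Among the mural cells, 1 cluster of 305 cells that was rich in immediate early genes came to 85.6% from the TBI library, and among the oligodendrocytes 1 cluster of 240 cells with markers of several cell types came to 85.8%. Without these clusters, which were singled out by their high shares, the other mural cells came to 62.6% (58.5 to 66.5) and the other oligodendrocytes to 62.9% (60.3 to 65.4). The other mural cells still included a cluster of 91 cells with 44.0% from the TBI library.
Within 1 library the shares of all populations sum to the whole, so a lower share of an abundant type raises the others. Astrocyte-like cells made up 24.3% of the Control cells and 14.0% of the TBI cells. With astrocyte-like cells and the unnamed clusters nearest to them left out of the total, the share of oligodendrocytes in the TBI library was 1.02 times that in the Control library (0.919 to 1.13), that of endothelial cells 1.13 times (0.974 to 1.31) and that of mural cells 1.24 times (1.07 to 1.44). The same ratio was 0.596 for NSCs (0.479 to 0.741). With lineage cells only as the total, it was 0.865 for NSCs (0.696 to 1.08), and the interval included 1.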

Crucially, UMAP representation indicated that TBI does not appear to induce major changes in the identifiable cell types present in the DG (Fig. 2b), although increases in oligodendrocyte, endothelial, microglia, and mural cell populations were detected, alongside decreases in NSC and astrocyte populations. In contrast, despite the neuronal population appearing to increase slightly consistent with increased neurogenesis following TBI, this change was not considered statistically significant with the threshold for statistical significance of *P* < 0.05 used for other populations (Fig. 2c and Supplementary Data 1), although this may reflect the issue of sampling across the total neuronal population.

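Neuron-like cells came to 64.2% from the TBI library, with a 95% interval of 61.9 to 66.5 that included the share of all cells. They made up 19.5% of the Control cells (18.1 to 21.0) and 21.2% of the TBI cells (20.1 to 22.4). Counted against the lineage cells alone, that is NSCs, RG-like, astrocyte-like and neuron-like cells with the unnamed clusters nearest to them, their share was 32.8% in the Control library and 44.5% in the TBI library, a ratio of 1.36 (1.23 to 1.50). Counted against all cells except astrocyte-like cells, the ratio was 0.936 (0.846 to 1.04). Over 10 other settings of filtering and clustering the share of TBI cells lay between 63.4% and 65.2%, and in 4 of these the interval excluded the share of all cells.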

**Fig. 2:**
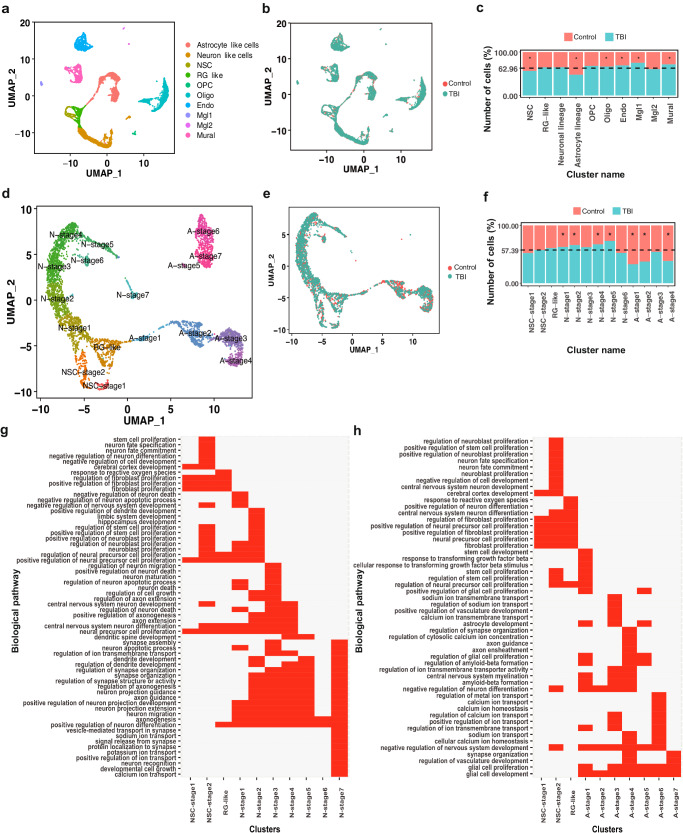
Molecular characterization of the NSC-derived neuro- and astrogliogenic lineages within the mouse dentate gyrus and the effects of TBI. UMAP-based visualization of the major higher-order cell types identified by Seurat in the single-cell dataset. Each dot represents a single cell. Cells with similar molecular profiles group together. Cell types were assigned according to the expression of specific marker genes and are labeled in different colors (**a**). UMAP-based visualization of single-cell data according to experimental origin (Control or TBI, 5–6 animals per condition) (**b**). Bar plots showing the relative number of cells per cluster originating from Control or TBI samples against their predicted abundance (62.96% of all cells originating from TBI samples: dashed line), NSC, *P = 4.69 × 10^−2^; Astrocyte linage, *P = 5.99 × 10^−35^; Oligo, *P = 2.92 × 10^−3^; Endo, *P = 5.14 × 10^−5^; Mgl1, *P = 2.13 × 10^−2^; Mural, *P = 1.82 × 10^−8^ vs. expected abundance, two-sided binomial test. A summary of cell numbers and statistical analyses performed is given in Supplementary Data 1 (**c**). UMAP-based visualization of NSC-derived neuronal and astrocytic lineages obtained by extraction of neuronal and astrocytic cells followed by reclustering. Each dot represents an individual cell and discrete cell states are identified in specific colors (**d**). UMAP-based visualization of reclustered data according to experimental origin (Control or TBI) (**e**). Bar plots showing the relative number of cells per identified cell cluster in Control or TBI samples, against their expected abundance (57.39% of all cells originating from TBI samples: dashed line), N-stage 1, *P = 4.66 × 10^−2^; N-stage 2, *P = 4.07 × 10^−4^; N-stage 4, *P = 2.97 × 10^−^^4^; N-stage 5, *P = 2 × 10^−5^; A-stage 1, *P = 2.23 × 10^−7^; A-stage 2, *P = 3.39 × 10^−15^; A-stage 4, *P = 2.12 × 10^−6^ vs. expected abundance, two-sided binomial test. A summary of cell numbers per population and statistical analyses performed is given in Supplementary Data 2 (**f**). GO biological pathway matrix for the cell clusters included in the neuronal (**g**) and astrocytic (**h**) lineages. Source data are provided as a Supplementary Data file.

Based on the known developmental origin of neurons and astrocytes from radial glia-like NSCs in the hippocampus^14,35^, and our own observation of alterations in both astrocyte and neuron populations following TBI (Fig. 1), we decided to examine the effects of TBI on neurogenesis and astrogliogenesis in greater detail. 

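The lineage cells, with the unnamed clusters nearest to astrocytes and neurons included, were 1815 Control and 2398 TBI cells, so 56.9% came from the TBI library. They were integrated again on 30 dimensions of canonical correlation analysis and clustered on 16 principal components at a resolution of 0.8, the settings of the paper's methods. Each cluster was named by the correlation of its standardized levels with the marker genes of the paper's subpopulations, with each name first given to 1 cluster. No cluster was nearest to A-stage 5, and 1 cluster of 229 cells nearest to A-stage 7 stayed unnamed because its median UMI count was low and no marker was among its leading genes.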

For this, the NSC, RG-like, astrocyte-like and neuron-like populations were extracted, and reclustering was performed. This approach revealed several populations (Fig. 2d and Supplementary Data 2), including three clusters with gene expression profiles characteristic of NSCs. These three NSC clusters expressed known NSC markers (*Ascl1, Vim, Hes5, Id4*) (Supplementary Fig. 2), and could be further differentiated based on differential marker expression: NSC-stage 1 (expressing *Ranbp1, Ezh2, Nme1*), NSC-stage 2 (expressing *Eif4g2, Hspa5*) and RG-like (expressing *Neurog2, Zeb 1*) (Fig. 2d, Supplementary Fig. 3, and Supplementary Data 3). 

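Reclustering gave 152 cells in NSC-stage 1 (81 Control, 71 TBI), 188 in NSC-stage 2 (86 Control, 102 TBI) and 369 RG-like cells (147 Control, 222 TBI). The paper lists the barcodes of its NSC-stage 1 cells, and 33 of its 35 Control cells (94.3%) and 36 of its 38 TBI cells (94.7%) fell in the rebuilt NSC-stage 1. Of the cells it lists in any of these 3 clusters, 221 of 226 Control cells (97.8%) and 312 of 320 TBI cells (97.5%) fell in 1 of the 3 here. The cells listed by the paper all held at most 5000 genes in the Control library and 4500 in the TBI library. In the rebuilt NSC-stage 1, 83 cells lay above these numbers and 0 of them were listed, while 69 of the 69 others were.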

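Ranbp1, Ezh2, Nme1, Eif4g2, Hspa5, Zeb1 and Id4 had no part in naming these clusters. Ranbp1 was measured at 885 CPM in NSC-stage 1, 457 in NSC-stage 2 and 648 in RG-like cells, and Ezh2 at 738, 467 and 314. For Nme1 the levels were 418, 351 and 496 CPM in the same order. Eif4g2 was at 1028 CPM in NSC-stage 2, against 809 in NSC-stage 1 and 647 in RG-like cells. Hspa5 was at 512 CPM in NSC-stage 2, 455 in NSC-stage 1 and 577 in RG-like cells. In RG-like cells Zeb1 reached 326 CPM and Neurog2 367, with 148 and 215 in NSC-stage 2 and 170 and 222 in NSC-stage 1. Id4 was at 43.4 CPM in NSC-stage 1, 58.3 in NSC-stage 2 and 98.0 in RG-like cells.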

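To compare shares of cells at 1 depth, every cell was thinned at random to 2000 UMIs, and cells with fewer UMIs were left out. A Mki67 UMI was then found in 75.5% of 151 NSC-stage 1 cells (95% interval 67.8 to 82.1), in 67.2% of 186 NSC-stage 2 cells (60.0 to 73.9) and in 9.76% of 369 RG-like cells (6.93 to 13.3). In oligodendrocytes, which do not divide, the share was 0.444% of 1578 cells. Without thinning, Mki67 was found in 97.4%, 90.4% and 35.5% of the 3 clusters and in 2.14% of oligodendrocytes, at median depths of 16983, 11821, 12073 and 8834 UMIs per cell. Thinning to 1000 UMIs gave 56.6%, 44.7% and 5.69%, a smaller move from the values at 2000 UMIs than that of the unthinned cells. Mki67 also served to name NSC-stage 1 and NSC-stage 2, and not RG-like cells. These shares thus describe the clusters and do not test them.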

Importantly, NSC-stage 1 and 2 cells robustly expressed the proliferation marker *Mki67*, but only a few RG-like cells did (Supplementary Fig. 3 and Supplementary Data 3). To investigate the neurogenic and astrogliogenic pathways in more detail, we performed a pseudotime lineage analysis on the data using the Monocle algorithm^36^, with the identified NSC populations as the developmental root. Using this methodology, neuronal populations could be divided in UMAP space into a neuronal lineage which included NSC-stage 1 and 2, RG-like cells and other clusters that expressed *Dcx* and *NeuroD1, Mdk, Prox1 (*N-stage 1–2 cells); *Plxna4, NeuroD2, Prox1* (N-stage 3–4 cells); *Tubb2b, Fez1, Prox1* (N-stage 5–6, cells) (Supplementary Fig. 3 and Supplementary Data 3). 

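Dcx was measured at 716 CPM in N-stage 1, 981 in N-stage 2, 903 in N-stage 3, 711 in N-stage 4, 410 in N-stage 5 and 385 in N-stage 6, against 186 in RG-like cells. Mdk fell from 1187 CPM in N-stage 1 to 667, 326 and 170 in N-stages 2, 3 and 4. Plxna4 was at 30.0 CPM in N-stage 1, 122 in N-stage 2, 228 in N-stage 3 and 268 in N-stage 4, and Neurod2 at 11.8, 107, 209 and 234. Tubb2b reached 6453 CPM in N-stage 6 and 1794 in N-stage 5, and Fez1 574 and 223, compared with 4126 and 420 in N-stage 4. Prox1, which also served to name stages 3 to 5, lay between 402 CPM in N-stage 1 and 1196 in N-stage 4. The N-stage 5 cluster had a median of 1622 UMIs per cell, 21.9% of them mitochondrial, and hemoglobin genes were its leading genes.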

N-stage 7 cells, expressing *Syt1 and Reln* clustered independently from N-stage 1–6 cells in UMAP space, indicating they likely belong to a different lineage not derived from NSCs (Fig. 2d, Supplementary Fig. 3, and Supplementary data 3). 

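N-stage 7 held 114 cells with 2775 CPM of Reln and 608 of Syt1. In N-stages 1 to 6, Reln was at or below 27.1 CPM and Syt1 at or below 74.5. Of the N-stage 7 cells, 10.5% were called doublets.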

Pseudotime analysis also revealed an astrocytic lineage including NSC-stage 1 and 2, RG-like and four astrocytic cell clusters which we termed A-stage 1–4 cells. A-stage 1 cells expressed NSC markers (*Ascl1, Vim, Hes5*) and genes commonly expressed in astrocytic cells (*Gfap, Ntrk2, Id2*), suggesting A-stage 1 cells are immature astrocytic cells originating from NSCs. 

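A-stage 1 held 132 cells. Vim was measured there at 530 CPM and Hes5 at 391. The same cells held 396 CPM of Gfap, 1375 of Ntrk2 and 151 of Id2, while RG-like cells held 77.5, 225 and 125 CPM of these 3 genes. Ntrk2 and Id2 had no part in naming the clusters.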

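The 365 cells of A-stage 2 held 24.8 CPM of Vim and 208 of Hes5. At 2000 UMIs per cell, a Hes5 UMI was found in 23.2% of 228 A-stage 2 cells and in 0.253% of 1578 oligodendrocytes. Without thinning, Hes5 was found in 24.7% and 1.72%, at median depths of 2363 and 8834 UMIs. Gfap was measured at 167 CPM in A-stage 2, Ntrk2 at 936 and Id2 at 307.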

A-stage 2 cells did not express the NSC markers *Ascl1, Vim*, and *Hes5*, but expressed the astrocytic markers *Gfap, Ntrk2 and Id2*, presumably representing cells differentiating along the astrocytic lineage. A-stage 3–4 cells expressed *Gfap* but differed from A-stage 2 cells by expressing a different set of markers, including *Smo, Fgfr3, Dmd*, and *Hes5*. 

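Hes5 was measured at 464 CPM in the 350 cells of A-stage 3 and at 272 in the 148 cells of A-stage 4, and Gfap at 216 and 352. Hes5 also served to name both clusters. The levels of Smo were 105 and 78.0 CPM in A-stages 3 and 4 and 127 in A-stage 2. Fgfr3 was at 727 and 595 CPM in A-stages 3 and 4 and 893 in A-stage 2, and Dmd at 444 and 473 against 859.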

A-stage 5–7 cells clustered separately in UMAP space, as they neither expressed NSC markers (*Ascl1, Hes5*) nor the astrocytic markers *Smo, Fgfr3*, and *Dmd*. They did, however, express *Gfap, Ntrk2,* and *Id2*, indicating that they likely represent a different astrocyte lineage that is not derived from NSCs (Fig. 2d, Supplementary Fig. 3, and Supplementary Data 3). 

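A-stage 6 was rebuilt as a cluster of 331 cells. Its median share of 6 nuclear RNAs, Malat1 among them, was 0.0506% in Control and 0.0668% in TBI cells. In A-stage 3 this share was 14.1% and 16.5%. Whether the A-stage 6 cluster holds intact cells was not tested. It held 334 CPM of Hes5, 17.1 of Smo, 129 of Fgfr3 and 94.7 of Dmd. At 2000 UMIs per cell, Hes5 was found in 38.0% of 150 A-stage 6 cells and Fgfr3 in 22.0%, and without thinning in 37.8% and 22.7% at a median depth of 1901 UMIs. In oligodendrocytes at 2000 UMIs per cell, Hes5 was found in 0.253% of 1578 cells and Fgfr3 in 0.887%. Gfap reached 596 CPM in this cluster, Ntrk2 697 and Id2 1370. In the unnamed cluster nearest to A-stage 7, Gfap was at 506 CPM, Ntrk2 at 1581, Id2 at 658, Hes5 at 177, Smo at 40.1, Fgfr3 at 449.5 and Dmd at 42.8.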

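To compare the clusters between the conditions, the summed levels of each subpopulation were correlated between the 2 libraries over the genes with at least 10 UMIs in both, on the log scale. For all 16 clusters the highest Pearson correlation across genes was with the same cluster of the other library, between 0.888 and 0.982. Genes are not independent replicates, so these values describe the profiles without a test. The clusters were made from both libraries together after integration, so cells of alike profile were placed in 1 cluster. A best match with the same cluster was thus largely built in and cannot show that cell identity is kept after TBI. The lowest value, 0.888, was that of N-stage 5. In the closest case, A-stage 4, the correlation was 0.946 with itself and 0.936 with A-stage 3. Over genes with at least 50 UMIs, the correlations lay between 0.954 and 0.986. The trajectories in the paper were drawn with Monocle, which was not run here.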

Interestingly, TBI did not induce significant changes in the overall developmental trajectories of NSC-derived neurons and astrocytes (Fig. 2e). However, several NSC-derived neuronal cell clusters (N-stage 1, 2, 4, and 5) were enriched in the cell suspensions from the TBI group, with N-stage 5 cells showing the largest TBI-induced increase (Fig. 2f and Supplementary Data 2). In addition, several NSC-derived astrocytic cell clusters were depleted in these cell suspensions, with A-stage 1, 2, and 4 cells showing a significant TBI-induced reduction, while A-stage 3 cells were unaffected (Fig. 2f and Supplementary Data 2). 

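In the rebuilt clusters, the share of TBI cells was 64.8% in N-stage 1 (95% interval 60.2 to 69.2), 64.5% in N-stage 2 (59.9 to 69.0), 65.3% in N-stage 4 (60.1 to 70.3) and 67.0% in N-stage 5 (59.6 to 73.9). All of these lay above the share among all lineage cells. N-stage 3 (61.6%, 56.2 to 66.8) and N-stage 6 (53.8%, 42.2 to 65.0) had intervals that included it, as had RG-like cells (60.2%, 55.0 to 65.2). The share in N-stage 3 was above it, with an interval that excluded it, in 7 of 8 other settings that gave an N-stage 3 cluster. The interval excluded it in 9 of 10 other settings for N-stage 1, 8 of 9 for N-stage 2, 10 of 10 for N-stage 4 and 8 of 8 for N-stage 5. With a mitochondrial limit of 10%, the intervals of N-stage 1 (59.1 to 69.0) and N-stage 2 (56.8 to 67.6) included the 59.2% of lineage cells. N-stage 5 was the highest among N-stages 1 to 6, with an interval that overlapped those of N-stages 1 to 4. It held 59 Control and 120 TBI cells with few UMIs, and no such cluster was found when cells with over 10% mitochondrial UMIs were removed. N-stage 7, which the paper places outside this lineage, came to 74.6% from the TBI library (65.6 to 82.3). NSC-stage 1 came to 46.7% (38.6 to 55.0) and NSC-stage 2 to 54.3% (46.8 to 61.5). The interval of NSC-stage 1 excluded the share among lineage cells in 7 of 9 other settings, and that of NSC-stage 2 in 1 of 10.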

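A-stage 1 came to 33.3% from the TBI library (95% interval 25.4 to 42.1), A-stage 2 to 38.1% (33.1 to 43.3) and A-stage 4 to 35.8% (28.1 to 44.1), all below the share among lineage cells. The interval of A-stage 3 (55.1%, 49.8 to 60.4) included that share. A-stage 4 was not separated from A-stage 3 under 3 other settings, and the A-stage 3 cluster then came to 49.6% from the TBI library. A-stage 6 (56.5%, 51.0 to 61.9) and the unnamed cluster nearest to A-stage 7 (55.9%, 49.2 to 62.4) had intervals that included the share among lineage cells. In A-stage 2 the alternative that moved the share most was thinning before clustering, which gave 26.1%.

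**Figure D1:**
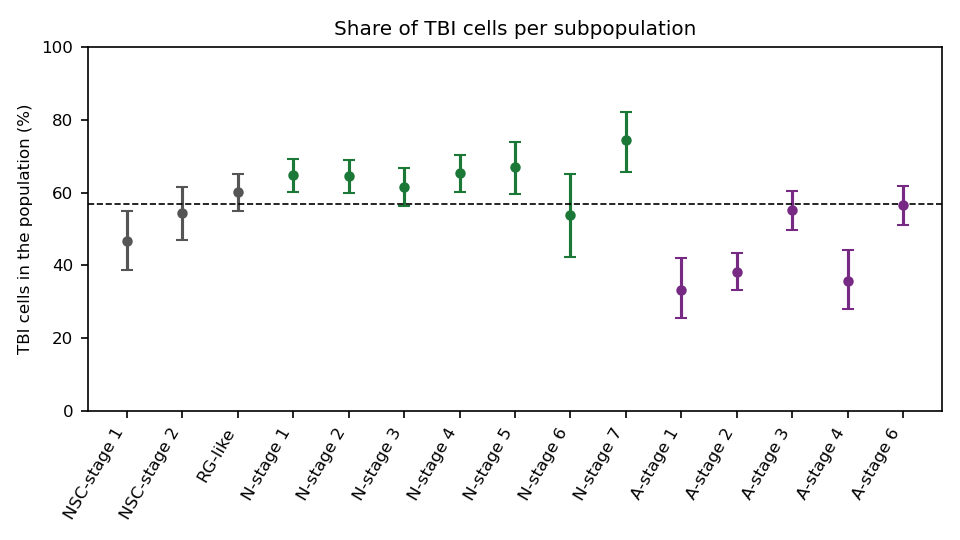
Percent of the cells of each rebuilt subpopulation that came from the TBI library, with 95% Clopper-Pearson intervals for counting error only. N-stages are green, A-stages purple, and NSC stages and RG-like cells grey, and the dashed line marks the 56.9% of all lineage cells. A-stages 1, 2 and 4 lie between 33.3% and 38.1%, and N-stages 1, 2, 4 and 5 between 64.5% and 67.0%.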

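The paper set the share of TBI cells in each subpopulation against that of all lineage cells with a 2-sided binomial test, which takes each cell as an independent draw. It saw no change in the shape of the lineages on the UMAP (Fig. 2e), higher shares in part of the N-stages and lower shares in part of the A-stages (Fig. 2f). From these it proposes that the injury acts on the fate that new cells take. The paper also draws on RNA velocity, on labelled newborn cells and staining in tissue, and on spatial transcriptomics, none of which was repeated here. In the rebuilt clusters taken as groups, N-stages 1 to 6 came to 64.0% from the TBI library (95% interval 61.7 to 66.2). N-stages 1 to 4 alone came to 64.1% (61.7 to 66.5). The shares were 43.1% in A-stages 1 to 4 (40.0 to 46.3) and 50.9% in both NSC stages (45.4 to 56.3). These shares rest on 1 library per condition, so a difference between libraries and an effect of the injury are not separated by them.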

In the absence of major effects of TBI on lineage and cell-type identity, the change in the relative proportions of the various neuronal and astrocyte subgroups suggests that TBI affects principally cell fate determination. Gene ontology (GO) biological pathway (BP) analysis performed for the neuro- and astrogliogenic lineages confirmed two trajectories, with distinct changes in associated biological functions over pseudotime, indicating a gradual change towards neuronal (Fig. 2g and Supplementary Data 4 and 5) or glial (Fig. 2h and Supplementary Data 4 and 5) functions, respectively. 

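Mki67 was measured at 1024 CPM in NSC-stage 1 (95% interval 985 to 1064) and 764 in NSC-stage 2 (729.8 to 800.1). By library, NSC-stage 2 held 761.5 CPM in Control and 768 in TBI cells, a log2 ratio of TBI to Control of 0.01 (-0.12 to 0.15). The log2 ratio was -0.09 (-0.21 to 0.03) in NSC-stage 1 and 0.00 (-0.30 to 0.31) in RG-like cells.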

Interestingly, GO analysis indicated NSC-stage 2 is the cell population with the highest proliferative potential, suggesting these cells represent activated NSCs, in agreement with their robust *Mki67* expression (Supplementary Figs. 2 and 3 and Supplementary Data 3). A previous study^37^, identified two astrocyte populations in the hippocampus, AST4 and AST5, with potential NSC or intermediate progenitor characteristics. Using an integrated analysis of hierarchical clustering, pseudotime profiles, and GO functional annotations for cell populations based on their gene expression profiles (Supplementary Fig. 4), we compared the astrocytic cell types identified in our study with AST4 and AST5. AST4 clustered closely with RG-like, NSC-stage 1 and NSC-stage 2 cells (Supplementary Fig. 4). AST5 clustered closely to A-stage 6 and A-stage 7 cells (Supplementary Fig. 4), which did not fit within the astrocytic pseudotime trajectory derived from NSCs (Fig. 2d, e), indicating a different origin. Similarly, AST4 displayed a pseudotime trajectory comparable to our RGL, NSC-stage-1 and NSC-stage-2 cells, while AST5 pseudotime trajectory differed from those (Supplementary Fig. 4). Finally, DAVID functional GO analysis of the genes expressed in AST4 revealed several biological pathways associated with translation, resembling BPs such as “cytoplasmatic translation”, “ribosome assembly” and “ribosome biogenesis” overrepresented in RG-like, NSC-stage1 and NSC-stage2 (Supplementary Fig. 5). In addition, GO pathway analysis indicated that the BP “glial cell proliferation” was overrepresented in several NSC-derived astrocytic cell clusters that resemble AST5, supporting the hypothesis they represent an intermediate transition state between progenitors and mature astrocytes^37^.

### RNA velocity predicts NSC fate changes after TBI

RNA velocity is a computational tool for predicting future cell state from scRNA-seq data, by analyzing the ratio of spliced versus unspliced RNA transcripts^38,39^. RNA velocity analysis performed on our scRNA-seq dataset confirmed neuronal and astrocytic lineages originating from NSCs in the AHN niche, in Control and TBI conditions (Fig. 3a, b). In these RNA velocity plots, the direction of the RNA velocity vector indicates the likely future state of a given cell^40^, with long vectors corresponding to large changes in gene expression indicative of cells actively undergoing state transitions and short vectors representing cells having low-transition probabilities and therefore largely maintaining homeostasis^38,41^. Based on the calculated transition probabilities, it appears both NSC-stage 1 and NSC-stage 2 cells transition to RG-like cells in Control conditions (orange bars Fig. 3c, d, respectively), which in turn self-renew and feed both the neuronal (N-stage 1) and astrocytic (A-stage 1) lineages (orange bars Fig. 3e and Supplementary Data 6). Crucially, RG-like cells were the only cell type predicted to generate astrocytic progeny in both experimental groups (Fig. 3a, b and Supplementary Data 6). Consistent with the numerical changes observed in specific cell clusters after TBI (Fig. 2f), RNA velocity indicated an increased probability of NSCs entering the neuronal lineage following injury, which is also in line with the increase in immature neurons detected using RV-GFP tracing and immunostaining (Fig. 1). Our RNA velocity calculations indicated and increased probability that NSC-stage-2 and RG-like cells transition to N-stage 1 (Fig. 3d, e, respectively and Supplementary Data 6), as well as NSC-stage 1 cells transitioning to NSC-stage 2 (Fig. 3c and Supplementary Data 6). In contrast, the probability of RG-like cells progressing to A-stage 1 was reduced in the TBI group (Fig. 3e and Supplementary Data 6), indicating that increased neurogenesis likely occurs at the expense of astrogliogenesis. Interestingly, in Control conditions, a proportion of NSC-stage-2 cells showed a likelihood of transitioning to N-stage-1 cells, an effect promoted in TBI conditions (Fig. 3d and Supplementary Data 6), further tipping the balance of cell production toward neurogenesis. Consistent with an imbalance in cell numbers, TBI had a strong effect on the apparent self-renewal behaviors, observed as retention of state identity in our transition probability analysis, of both NSC-stage-1 and RG-like cells. TBI disfavored the apparent self-renewal of NSC-stage 1 and increased that of RG-like cells (Fig. 3c, e and Supplementary data 6). Moving downstream of the initial neurogenic and astrogliogenic events leading to N-stage 1 and A-stage 1 cells, respectively, RNA velocity showed that TBI promoted the transition of N-stage 1 cells to N-stage 2 cells and the transition of A-stage 1 cells to A-stage 2 cells (Supplementary Fig. 6). In addition, we observed a dynamic “back flow” within cells of the astrocytic lineage. A-stage 3 and A-stage 4 cells appear able to transition to A-stage 2 cells with high probability in Control conditions, and these transitions were disfavored in TBI conditions (Supplementary Fig. 6). A-stage 4 cells could also transition to A-stage 3 cells in Control, and this transition was promoted in TBI conditions (Supplementary Fig. 6). In summary, our RNA velocity analysis is consistent with the major effect of TBI being on cell fate decisions/transitions rather than cell identity per se.

**Fig. 3:**
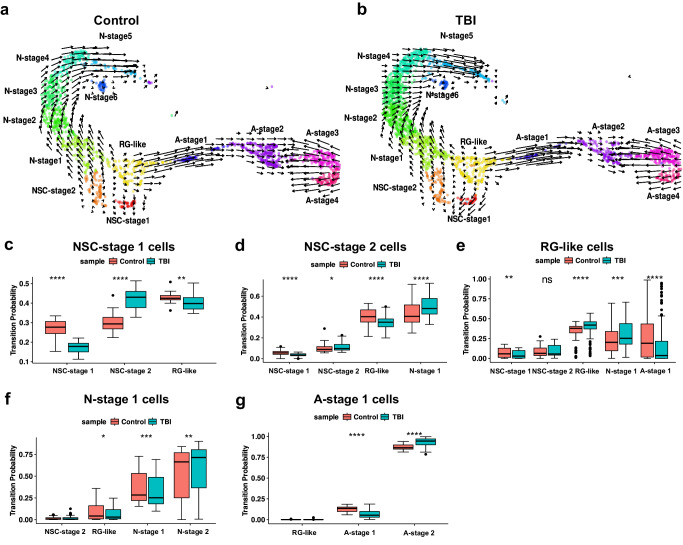
RNA velocity analysis indicates that TBI induces a subtle but functionally significant shift in hippocampal neural stem cell fate. RNA velocity analysis along both the neuronal and astrocytic lineage in the Control (**a**) and TBI (**b**) groups, vectors (arrows) indicate the predicted direction and speed of single-cell transitions in transcriptome space, colors indicate previously characterized cell clusters indicated in the figures. Box blots showing transition probabilities calculated for NSC-stage 1 cells to NSC-stage 1 cells (****P = 4.4 × 10^−15^), to NSC-stage 2 (****P = 3.7 × 10^−15^) and to RG-like cells (**P = 1.5 × 10^−3^) (**c**); NSC-stage 2 cells to NSC-stage 1 (****P = 6.5 × 10^−8^), to NSC-stage 2 (*P = 1.7 × 10^−2^), to RG-like (****P = 1.4 × 10^−5^) and to N-stage 1 cells (****P = 7.9 × 10^−5^) (**d**); RG-like cells to NCS-stage 1 (**P = 1.2 × 10^−3^), to RG-like (****P = 6.6 × 10^−12^), to N-stage 1 (****P = 9.3 × 10^−4^) and to A-stage 1 cells (****P = 3.6 × 10^−6^) (**e**); N-stage 1 cells to RG-like (*P = 4.7 × 10^−2^), to N-stage 1 (***P = 7.1 × 10^−4^), and to N-stage 2 cells (**P = 1.7 × 10^−3^) (**f**); and A-stage 1 cells to A-stage 1 (****P = 5.4 × 10^−9^) and to A-stage 2 cells (****P = 3.9 × 10^−9^) (**g**). Orange bars: Control group, cyan bars: TBI group, using Control = 5 and TBI = 6 animals per condition. In all panels, independent non-parametric two-sided Wilcoxon test, Control vs TBI. Box plots show the median, first quartile (25%), third quartile (75%), and interquartile range. Whiskers represent data minima and maxima; dots are data points located outside the whiskers, *n* = number of cells per cell subpopulation Control/TBI are available as Supplementary Data 2 and calculated mean transition probabilities across cell clusters are available in Supplementary Data 14, including exact *P* values for all comparisons. Source data are provided as Supplementary Data 15.

### Differential gene expression analysis reveals cell population-specific responses to TBI

Differential gene expression analysis in combination with GO pathway analysis is a commonly used approach to infer changes in cellular processes and functions from scRNA-seq datasets^42^. Here, we used this approach to interpret the changes induced by TBI in specific cell populations derived from hippocampal NSCs. First, we compared gene expression patterns per cell population between the Control and TBI groups using the two-sided MAST test. 

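For these comparisons the paper's test was not repeated, since it takes the cells of 1 library as replicates. The UMIs of each gene were summed over the cells of a subpopulation in each library, divided by the sum over all genes except Malat1, and compared as the log2 ratio of TBI to Control with an exact Poisson interval. Cells of the TBI library were shallower, with median UMI counts between 0.69 and 0.832 times those of the Control cells in the named lineage clusters.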

We found several differentially expressed genes (DEGs) in specific cell populations. Overall, TBI resulted in more upregulated genes (38 in total across 9 cell populations) than downregulated genes (16 in total across 8 cell populations) (Fig. 4a, b and Supplementary Data 7). 

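Supplementary Data 7 of the paper lists 989 pairs of a gene and a subpopulation in 14 groups of cells, 900 higher and 89 lower in TBI cells. Of these, 947 had UMIs in both libraries of the rebuilt cluster, and for 715 of the 947 the log2 ratio had the direction that the paper lists. In the N-stages the direction was the same for 17 of 17 pairs in N-stage 1, 14 of 14 in N-stage 2, 21 of 22 in N-stage 3 and 18 of 18 in N-stage 4.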

A-stage 3 was the cell population with the largest number of DEGs, suggesting A-stage 3 is the population most affected by TBI in terms of changes in cell function. 

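For A-stage 3 the paper's table lists 75 genes, 72 of them with UMIs in both libraries here. The log2 ratio had the listed direction for 66 of the 72, and for 32 the counting interval lay on that side of 0. Over the 72 genes the median log2 ratio in the listed direction was 0.48. The table lists 237 genes for A-stage 2, with the listed direction found for 186 of 227, and 587 for A-stage 7, with 374 of 558 in the unnamed cluster nearest to it. In these 2 groups the interval lay on the listed side for 53 and 52 genes and on the other side for 1 and 3.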

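Sox4 (ENSMUSG00000076431) lies on chromosome 13 of GRCm38 from 28948919 to 28953713 and encodes a transcription factor of young neurons. Stmn1 (ENSMUSG00000028832), on chromosome 4 from 134468320 to 134473843, encodes the microtubule regulator stathmin. Eid1 (ENSMUSG00000091337) lies on chromosome 2 from 125673095 to 125674785 and Pcp4 (ENSMUSG00000090223) on chromosome 16 from 96467606 to 96525793. In the 157 Control and 193 TBI cells of A-stage 3, the log2 ratio of TBI to Control was 0.81 for Sox4 (0.28 to 1.36), with 49 and 76 UMIs. It was 1.14 for Stmn1 (0.56 to 1.75, 38 and 74 UMIs), 0.54 for Eid1 (0.10 to 0.99, 78 and 100 UMIs) and 3.50 for Pcp4 (1.82 to 5.86, 3 and 30 UMIs). Subtracting the level in oligodendrocytes, endothelial and mural cells gave 8.24 for Pcp4 and 7.14 for Sox4, where little was left in Control cells, and left no level of Stmn1 and Eid1 to compare. Leaving out the 2 TBI cells highest in neuroblast genes gave 0.26 for Stmn1 and 0.48 for Eid1.
A part of these UMIs lay in few cells. Over a list of 18 neuroblast genes that includes Sox4, Stmn1 and Pcp4, A-stage 3 held 203 UMIs in Control and 462 in TBI cells, and 272 of the 462 (58.9%) lay in 2 TBI cells. The next highest TBI cell held 5, and no Control cell held more than 6. Without the 2 cells, the log2 ratio was 0.00 for Sox4 (-0.63 to 0.62), 0.26 for Stmn1 (-0.42 to 0.94), 0.48 for Eid1 (0.03 to 0.93) and 0.64 for Pcp4 (-1.93 to 3.41).
At 2000 UMIs per cell, 156 Control and 191 TBI cells of A-stage 3 remained. Sox4 was found in 10.3% of these Control and 11.0% of these TBI cells, Stmn1 in 6.41% and 9.42%, Eid1 in 14.7% and 19.4%, and Pcp4 in 0.641% and 2.09%. In oligodendrocytes (551 Control and 1027 TBI cells), which should lack both genes, Sox4 was found in 1.81% and 2.82% and Pcp4 in 0.907% and 1.17%. For Stmn1, which oligodendrocytes express, mural cells (252 Control and 602 TBI) gave 5.56% and 7.14%. Eid1 was found in each type compared, so no type that lacks it was at hand. Without thinning the shares in A-stage 3 were 24.2% and 18.7% for Sox4, 21.7% and 19.2% for Stmn1, 36.9% and 41.5% for Eid1 and 1.91% and 3.11% for Pcp4, at median depths of 5500 and 3919 UMIs. In unthinned oligodendrocytes, at median depths of 10175 and 8314, Sox4 was found in 8.76% and 9.33% and Pcp4 in 2.45% and 2.96%, and in unthinned mural cells, at 4047 and 3283, Stmn1 in 12.5% and 13.6%.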

Interestingly, we found that TBI upregulated a group of genes generally associated with neuronal development and function that are commonly repressed during astrocytic differentiation (Sox4, Stmn1, Eid1, Pcp4) (Fig. 4a). This suggests that TBI may affect the differentiation status of A-stage 3 cells. In agreement with the former interpretation, we found BP related to “positive regulation of neuron differentiation”, “positive regulation of neuron projection development” and “central nervous system projection neuron axogenesis” significantly overrepresented in A-stage 3 cells after TBI (Supplementary Data 8 and 9). In addition, we found that TBI resulted in downregulation of two genes involved in the negative regulation of cell cycle progression (Arhgdia, Nacc2) in A-stage 3 cells, suggesting that proliferation of A-stage-3 cells may be favored after injury. 

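Arhgdia (ENSMUSG00000025132) lies on chromosome 11 of GRCm38 from 120578104 to 120581624. Nacc2 (ENSMUSG00000026932), on chromosome 2 from 26055535 to 26123220, encodes a repressor of transcription. In A-stage 3, Arhgdia was measured at 98.4 CPM in Control and 51.3 in TBI cells, a log2 ratio of -0.94 (-1.57 to -0.34) from 74 and 34 UMIs. Nacc2 was at 177 and 125 CPM, a log2 ratio of -0.50 (-0.91 to -0.09) from 133 and 83 UMIs. Without the 2 TBI cells rich in neuroblast genes the ratios were -0.90 and -0.47. At equal depth, Arhgdia was found in 11.5% of Control and 9.95% of TBI cells of A-stage 3, and Nacc2 in 25.6% and 15.7%. Without thinning the shares were 39.5% and 16.6% for Arhgdia and 58.0% and 30.6% for Nacc2. In neuron-like cells, which hold little Nacc2, it was found in 0.861% of 581 Control and 0.68% of 1030 TBI cells after thinning and in 3.36% and 1.69% before, at median depths of 10781 and 8036 UMIs. Arhgdia was found in every type compared, so no type that lacks it was at hand.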

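Over the 6729 genes of NSCs with enough UMIs to compare, the log2 ratio of TBI to Control had a median of 0.00, a 5th percentile of -0.42 and a 95th percentile of 0.40. The genes named by size, the 2 with the lowest and the 2 with the highest ratio among genes with at least 100 UMIs in all and 10 in each library, were Fosb (-1.44, -1.77 to -1.12), Hist1h2ak (-1.06, -1.51 to -0.62), Vtn (3.66, 2.81 to 4.66) and Kitl (1.38, 0.80 to 1.98). Of the 120 Vtn UMIs in TBI NSCs, 90.0% lay in 2 cells. Fosb fell from 127 to 46.7 CPM, and Kitl rose from 13.6 to 35.3. In the paper's table, NSC-stage 2 has 3 genes, and the log2 ratio had the listed direction for 3 of 3, with intervals on that side of 0.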

TBI did not, however, induce large changes in gene expression in NSC populations. In RG-like cells, two genes were found upregulated: mediator complex subunit 29 (*Med29*) and protein phosphatase 1 regulatory inhibitor subunit 14B (*Ppp1r14b*). 

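Med29 (ENSMUSG00000003444) lies on chromosome 7 of GRCm38 from 28386146 to 28392708. In the 147 Control and 222 TBI RG-like cells it was measured at 47.9 and 68.6 CPM, a log2 ratio of 0.52 (0.15 to 0.89) from 98 and 172 UMIs. In N-stage 1 its log2 ratio was -0.43 (-0.80 to -0.05), and in NSC-stages 1 and 2, N-stages 2 to 4 and A-stage 3 the interval included 0. Ppp1r14b (ENSMUSG00000056612), on chromosome 19 from 6974968 to 6977324, rose from 834 to 1096 CPM in RG-like cells, a log2 ratio of 0.39 (0.31 to 0.48) from 1707 and 2747 UMIs. Over 6 other ways of scaling and grouping, the ratio of Ppp1r14b in RG-like cells stayed between 0.38 and 0.43 and that of Med29 between 0.46 and 1.61, the highest with the level of oligodendrocytes, endothelial and mural cells subtracted.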

*Ppp1r14b*, is a gene linked to cell proliferation, growth and apoptosis^43–45^, and *Med29* is amplified and overexpressed in hyperproliferative cells^45–47^, suggesting that upregulation of these two genes may be involved in proliferative changes and fate changes in RG-like cells (consistent with RNA velocity predictions). 

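The log2 ratio of TBI to Control of Ppp1r14b was 0.50 in NSC-stage 2 (0.38 to 0.61), 0.54 in A-stage 3 (0.10 to 0.98), 0.44 in N-stage 1 (0.37 to 0.52), 0.50 in N-stage 2 (0.41 to 0.59), 0.60 in N-stage 3 (0.48 to 0.72) and 0.64 in N-stage 4 (0.49 to 0.80). In A-stage 3 it rested on 79 and 101 UMIs, and without the 2 TBI cells rich in neuroblast genes it was 0.20 (-0.27 to 0.67). Outside these populations it was 0.49 in NSC-stage 1 (0.35 to 0.64), 0.80 in N-stage 6 (0.50 to 1.11) and 0.82 in N-stage 7 (0.37 to 1.29), and in A-stages 1, 2, 4 and 6 the interval included 0. In N-stage 5 it was 1.91 (0.93 to 3.04) from 10 and 57 UMIs. In cell types outside the lineage, it was 1.66 in oligodendrocytes (1.22 to 2.13), 1.20 in OPCs (0.76 to 1.67), 0.66 in endothelial cells (0.22 to 1.11), 0.49 in mural cells (-0.03 to 1.03) and -0.41 in microglia (-0.98 to 0.17). Its level in oligodendrocytes was 8.95 CPM in Control and 28.3 in TBI cells. With doublets and clusters with markers of several cell types left out, it was 3.96 and 9.17 CPM. The log2 ratio was then 1.21 (0.48 to 2.00). In OPCs, 5 genes specific to neuroblasts (Dcx, Igfbpl1, Neurod1, Sox11, Tubb3) had a log2 ratio of 2.17 (1.70 to 2.67). Of their TBI UMIs, 50.3% lay in 2 cells, so RNA of neuroblasts may be part of the OPC value.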

Based on this finding in RG-like cells, a detailed examination of DEGs across cell populations revealed that *Ppp1r14b* was consistently upregulated following TBI in 7 cell populations (Fig. 4a and Supplementary Data 7), specifically RG-like (Fig. 4c), NSC-stage 2, (Fig. 4d), astrocytic A-stage 3 (Fig. 4e), and neuronal N-stage 1–4, (Fig. 4f–i) populations, suggesting that *Ppp1r14b* may play an important role in the response of these cell populations to TBI.

**Fig. 4:**
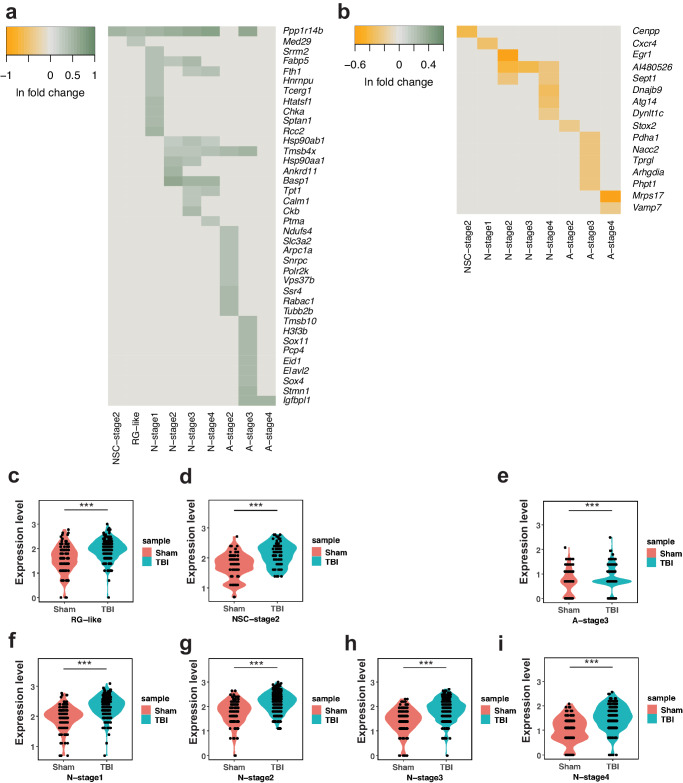
TBI induces cell population-specific changes in gene expression in NSCs and NSC-derived cells in the DG. Heatmaps showing expression of individually upregulated (**a**) and downregulated (**b**) genes across NSCs and NSC-derived cell populations. Color bars indicate the relative intensity of expression, indicated as ln fold change in TBI vs. Control groups; SCT normalized data are compared. Violin plots showing changes in *Ppp1r14b* expression induced by TBI in RG-like cells, ***P = 5 × 10^−4^ (**c**), NSC-stage 2 cells, ***P = 8.28 × 10^−7^ (**d**) astrocytic A-stage 3 cells, ***P = 4.93 × 10^−5^ (**e**), and neurogenic N-stage 1, ***P = 3.21 × 10^−15^ (**f**), N-stage 2, ***P = 8.59 × 10^−16^ (**g**), N-stage 3, ***P = 1.38 × 10^−13^ (**h**) and N-stage 4 cells, ***P = 6.44 × 10^−12^ (**i**), two-sided MAST test with Bonferroni post hoc test on SCT normalized data. Source data are provided at https://zenodo.org/records/10829090/files/AstrocyticAndNeuronalLineage_10x.RData?download=1.

### TBI affects the anatomical location of specific NSC-derived populations in the DG

Our scRNA-seq results indicate the presence of previously uncharacterized cell populations in the DG. To validate their existence, we performed multiplexed fluorescence in situ hybridization (FISH) using RNAscope^48^ in hippocampal slices from wild-type mice, focusing on the identification of NSC-derived astrocytic cells. For this, we used set of 7 probes targeting *Slc1a3, Hapln1, Frzb, Ascl1, Sparc, Sned1,* and *Neat1* (Supplementary Fig. 7, “Methods”). Using this strategy, we were able to localize three of the astrocytic cell populations in the DG identified in our scRNA-seq experiments (Fig. 5a): A-stage 4 cells (*Slc1a3* + *, Hapln1* + *, Neat1* + *, Sned1* + *, Sparc−, Ascl1−, Frzb−*; Fig. 5a inset iii, Supplementary Fig. 7), A-stage 2 cells (*Slc1a3* + *, Hapln1−, Neat1* + *, Sned1* + *, Sparc−/+, Ascl1−, Frzb−*; Fig. 5a, inset ii and Supplementary Fig. 7) and A-stage 1 cells (*Slc1a3* + *, Hapln1−, Frzb* + *, Ascl1* + *, Sparc* + *, Neat1* + *, Sned1* + , Fig. 5a, inset I and Supplementary Fig. 7). These different cell populations were observed in distinct locations within the DG. A-stage 1 and 2 cells, were located in the subgranular zone (SGZ) (Fig. 5a, insets i and ii, respectively), while A-stage 4 cells were located in the molecular layer (ML), close to the external layers of the granule cell layer (GCL) (Fig. 5a, inset iii). Indeed, NSCs and their neuronal and astrocytic progenies are found in the SGZ, and this anatomical positioning has been linked to their functional roles and integration into hippocampal circuits^14,18,49^. Overall, our results with RNAscope confirmed that early NSC-derived astrocytic cells (A-stage 1 and 2) located to the SGZ, while other populations in the NSC-derived astrocytic lineage may reside in more distant locations. Unfortunately, RNAscope is restricted to the simultaneous detection of 12 transcript probes. To overcome this limitation, we aimed to characterize the anatomical location of NSCs and NSC-derived neurogenic and astrocytogenic cells using the recently developed Molecular Cartography spatial transcriptomics platform (Resolve Biosciences GmbH, Germany)^50^. Molecular Cartography allows for simultaneous detection of up to 100 transcripts. We designed an extended panel of 93 probes to localize cell populations identified from our scRNA-seq dataset in the DG of mice from Control and TBI groups (Supplementary Fig. 7 and Supplementary Data 10). In a first validation step, the localization of probes in Control tissue was compared to the corresponding signals obtained from the Allen Brain Atlas^51^, which showed matching patterns (Supplementary Fig. 7). Using the anchor-integration method in the Seurat package, we then compared the signals from the 93 Molecular Cartography targets to the scRNA-seq dataset. This analysis indicated a substantial overlap in the cell populations identified by both techniques (Fig. 5b, c), with all NSC and NSC-derived populations defined in the scRNA-seq data found back in the Molecular Cartography signal clusters (MCCs) (Fig. 5c). Supporting the high concordance between both techniques, pseudotime analysis of the merged scRNA/MCCs dataset confirmed the presence of NSC-derived neurogenic and astrocytogenic lineages (Fig. 5d, e). Although the relationship between the two datasets was not always one-to-one, as some of the populations defined by scRNA-seq were represented in more than one MCC (Fig. 5f), two pieces of evidence suggest that the two datasets report equivalent features. First, there is a high degree of overlap between the datasets. Second, an analysis of the percentual contribution of cells to each MCC per experimental condition, showed that the number of cells in MCC 1 (N-stage 1 and 2 cells, Fig. 5f), was significantly larger in the TBI group and the number of cells in MCC 3 and 4 (A-stage 2–4 cells, Fig. 5f) was significantly smaller in the TBI group (Supplementary Fig. 7 and Supplementary Data 13), demonstrating a high degree of correspondence between the scRNA-seq and Molecular Cartography datasets with respect to the effect of TBI on the relative cellular composition of the DG. Therefore, we then asked whether TBI affects the location of specific cell populations within the DG. First, we segmented the DG into four different regions: SGZ, inner GCL (GL1); outer GCL (GL2), and Hilus, as described in refs. ^52,53^. Guided by the DAPI signal indicating cell nuclei in the GCL, the SGZ was defined as a two-nucleus-wide band below the GCL, while the GL2 was defined as a three-nucleus-wide band below the Molecular Layer. Based on these criteria the GCL1 can be considered as the band between the SGZ and the GCL2, and the Hilus the area below the SGZ. As the thickness of the GCL ranges from 4 to 8 neurons^54^, this procedure divides the GCL in two halves of similar size (Fig. 5g, h). Then, we compared the location of NSCs and the corresponding neuronal and astrocytic lineages in the Control and TBI groups, using the MCCs defined in Fig. 5f. We were unable to detect any change induced by TBI in the location of cells in MCCs 7 and 8 (RG-like, NSC-stage 1 and NSC-stage 2 cells) (Fig. 5i). However, the location of cells in MCC 2 (N-stage 3 cells) and MCC 9 (A-stage 1 cells) was affected by TBI (Fig. 5j–o). The percentage of N-stage 3 cells in the SGZ was reduced (Fig. 5j, k), while their number in the GCL (GL1 + 2) was increased (Fig. 5j, l) in the TBI group. The percentage of A-stage 1 cells in the SGZ was reduced (Fig. 5m, n), while their number in the Hilus was increased (Fig. 5m, o) in the TBI group. These results indicate a specific effect of TBI on the location of two NSC-derived cell populations in the DG, displacing them away from their native locations in the SGZ. Interestingly, Molecular Cartography showed an increase in *Gfap*+ cells in the hilus (Fig. 5o), in agreement with the general increase in GFAP protein levels observed in the hippocampus in the TBI group (Fig. 1a–d).

**Fig. 5:**
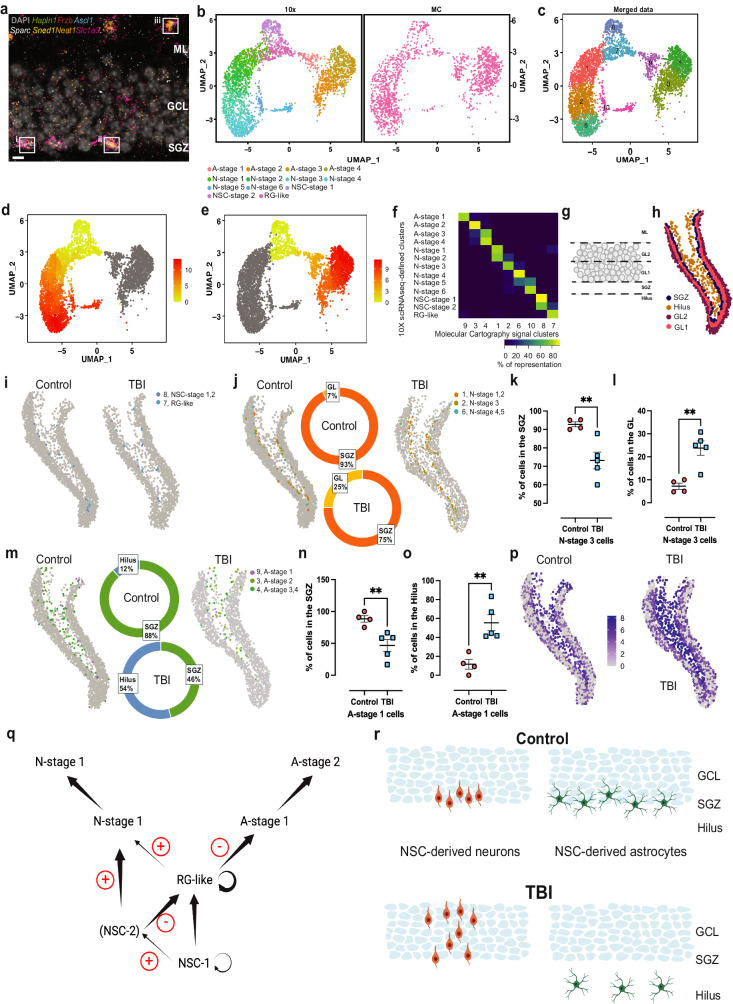
TBI induces changes in the location of specific cell populations in the dentate gyrus. Micrograph representative of three independent experiments showing RNAscope visualization of marker genes for A-stage 4 (**a**, inset iii), A-stage 2 (**a**, inset ii) and A-stage 1 (**a**, inset i) cells (individual marker signals shown in Supplementary Fig. 7). ML molecular layer, GCL granule cell layer, SGZ subgranular zone; scale bar, 5 µm. UMAP-based representation of the individual 10X and Molecular Cartography (MC) datasets. scRNA-seq-derived (left) and MC-derived data (right) share a similar distribution within UMAP space. Colors in the 10X dataset indicate neuronal and astrocytic cell lineages (**b**). UMAP-based representation of the combined 10X-MC dataset (merged data), with colors indicating the ten distinct clusters identified (**c**). UMAP-based representation of pseudotime for neuronal (**d**) and astrocytic (**e**) lineages using the combined 10X-MC dataset. Color bars: relative pseudotime distance from the root population (yellow: minimum, red: maximum). Correlation matrix showing the relative overlap in gene expression data between cell populations identified by scRNA-seq (10X scRNA-seq-defined clusters) and MC (Molecular Cartography signal clusters) (**f**). Color bar: % of genes in a scRNA-seq cluster present in a MC cluster. DG subdivisions used to compare the location of MC clusters, Hilus, subgranular zone (SGZ), inner granule cell layer (GL1), outer granule cell layer (GL2). ML is indicated as reference (**g**). Spatial mapping for an example Control DG section (**h**). Spatial mapping of NSC populations in Control and TBI groups in the DG. Colored dots indicate the location of single-cell populations indicated in the legend (**i**). Spatial mapping of NSC-derived neuronal cells in Control and TBI groups in the DG. Colored dots indicate the location of single-cell populations indicated in the legend. Pie charts: % localization of N-stage 3 cells to the SGZ (orange) or the GL (yellow) (**j**). Dot plots showing quantification of N-stage 3 cells in the SGZ (**k**) or the GL (**l**), *n* = 4 Control, *n* = 5 TBI. Data are presented as mean values +/− SEM, **P = 0.0075 (**k**), *P* = 0.0030 (**l**), two-tailed unpaired *t* test. Spatial mapping of NSC-derived astrocytic populations in Control and TBI groups. Colored dots indicate the location of single-cell populations indicated in the legend. Pie charts: % localization of astrocytic A-stage 1 cells to the SGZ (green) or the Hilus (blue) (**m**). Dot plots showing the quantification of A-stage 1 cells in the SGZ (**n**) or the Hilus (**o**) *n* = 4 Control, *n* = 5 TBI. Data are presented as mean values +/− SEM, **P = 0.0088 (**n**), *P* = 0.0043 (**o**), two-tailed unpaired *t* test. Spatial mapping of *Gfap+* astrocytes in the DG from Control and TBI animals (**p**); dots indicate the location of single cells, with color encoding the relative intensity of *Gfap* expression. Spatial representations in (**j**, **m**) are representative examples of hippocampal slices analyzed to generate the data in (**k**, **l**, **n**, **o**). Summary of cell transitions predicted by RNA velocity in the Control and TBI groups. Black arrows indicate the most probable transitions of NSCs and NSC-derived cells along neuronal and astrocytic lineages in uninjured AHN; arrow thickness indicates transition probability. Red +: transition promoted by TBI; Red −: transition inhibited by TBI. Circular arrows: cell populations with predicted self-renewal potential (**q**). Representations of GCL/SGZ/Hilus areas in the DG indicating the location of NSC-derived neuronal or astrocytic cells determined using MC spatial transcriptomics in both Control and TBI (**r**). Source data are provided as a Source Data file.

## Discussion

Under physiological conditions, native NSCs in the adult mouse DG generate new neurons and astrocytes, which integrate into the hippocampus’ complex cellular architecture and functional circuits, and contribute to hippocampal-dependent learning, memory and mood regulation^14,35,55,56^. Here, we aimed to understand how TBI affects specific populations of NSC-derived cells in the DG. Using a combination of scRNA-seq, spatial transcriptomic and computational techniques, we: (1) identified distinct cellular populations in the AHN niche that belong to neuronal and astrocytic lineages; (2) observed that TBI induces changes in the relative proportion of cells in these lineages; (3) characterized changes in gene expression induced by TBI in specific NSC-derived cell populations; (4) confirmed the presence of NSC-derived neuronal and astrocytic cells in different subregions of the DG in situ; (5) identified a specific effect of TBI on the anatomical location of NSC-derived cell populations within the DG. Taken together, our results using a variety of methods, all support the conclusion that TBI modifies NSC fate to promote neurogenesis at the expense of astrogliogenesis, whilst also affecting the anatomical location of specific NSC-derived populations within the DG.

In agreement with observations made in other rodent TBI models, we observed an impairment in hippocampal-dependent cognitive tasks 15 days after controlled cortical impact, concomitant with hippocampal astrogliosis, indicated by increased GFAP expression and an increase in immature neurons (DCX+ cells)^57–61^. New neurons born after TBI presented morphological alterations in the DG, including changes in dendritic shape and numbers of dendritic spines, indicating changes in neuronal integration^62,63^. TBI-induced changes in the integration of newborn neurons corresponded with increased NSC proliferation in the DG, increased progenitor and immature neuron numbers, and impairment in spatial memory.

In an attempt to understand the molecular changes elicited by moderate TBI in the AHN niche, we performed scRNA‐seq, as this has proved a powerful tool to molecularly profile (rare) cell populations and how they change over developmental time, or in response to injury^64^. We performed these experiments using GFP^+^ cells from Nestin-GFP mice, which express the fluorescent marker in NSCs, their progeny, and several other cell types within the niche^25,28^. Using previously reported cell-type markers, we were able to identify 10 cell clusters representing the major cell types expected in the DG: NSCs, neuronal and astrocytic cells, oligodendrocyte precursors and other less abundant cell populations, in agreement with previous studies^27,28^. Following this first analysis, extraction of progenitors, astrocyte-like and neuron-like cells, followed by reclustering and pseudotime-based lineage tracing^65^, identified two specific cell lineages within the annotated cell populations. Six neuronal cell populations (N-stage 1–6) fitted a lineage trajectory that initiated from three NSC populations (RG-like, NSC-stage 1 and 2), strongly suggesting they derive from them. An additional neuronal cell population (N-stage 7) did not fit within this lineage, suggesting a different origin, compatible with its lack of *Prox1* expression, a marker of granule cell identity in the DG^66^. Interestingly, four astrocytic cell populations (A-stage 1–4) fitted in a separate lineage trajectory, which also included RG-like, NSC-1 and NSC-2 cells, indicating they also likely originate from these NSCs. In addition, we found three astrocytic cell populations (A-stage 5–7) that did not fit within this trajectory, similarly suggesting a different origin. The three potential NSC populations we observed expressed *Ascl1, Vim, Hes5*, and *Id4*, although the levels of these four markers were lower in NSC-stage 1 cells. Indeed, recent studies have identified populations of DG NSCs characterized by the differential expression of the pro-activation factor *Ascl1* and the inhibitor of DNA binding protein *Id4*^29,35,67^, indicating our NSC classification is consistent with earlier findings. This view is further reinforced both by Gene Ontology analysis, which confirmed that our NSC populations show high proliferative potential, and RNA velocity analysis which confirmed that the neuronal and astrocytic lineages described by our sequencing data are transcriptionally derived from these NSC populations.

Interestingly, in a previous study^37^ Batiuk, Martirosyan, and colleagues identified two putative astrocyte populations, AST4 and AST5, which they proposed to represent a population of hippocampal NSCs or progenitor cells and a rare intermediate progenitor, respectively. This is consistent with the location of AST4 predominantly to the subgranular zone of the hippocampus and AST5 distributed between both cortex and hippocampus. Although it is difficult to compare cell types identified across different scRNA-seq studies, due to technical differences in cell-type isolation, we attempted to make a comparison of our data with their study using an integrated analysis of hierarchical clustering, pseudotime profiles and GO functional annotations. This analysis revealed that AST4 clustered closely with RGL, NSC-stage-1 and NSC-stage-2 cells with pseudotime lineage analysis revealing a distribution of AST4 cells along this developmental trajectory. Furthermore, GO analysis of the genes expressed in AST4 revealed several biological pathways associated with translation as also overrepresented in RGL, NSC-stage1 and NSC-stage2. Therefore, our analysis strongly supports the hypothesis that AST4 represents hippocampal NSCs. Despite this strong concordance between studies, we found that the RGL, NSC-stage-1 and NSC-stage-2 populations also express the proliferation marker *Mki67*. Therefore, we consider these cells to be actively proliferative at the time animals were sacrificed, consistent with the specific capture of cells expressing GFP at high levels, which were previously shown to be proliferative stem cells^25^. In contrast, Batiuk, Martirosyan and colleagues reported that genes involved in mitosis and cell cycle control were overrepresented in AST4, suggesting some NSC astrocytic populations may retain proliferative potential in the absence of active proliferation. Taking into account the differences between the two studies, we consider the most parsimonious explanation for this discrepancy lies in the methods used for cell isolation. While the current study is biased towards the recovery of actively proliferating stem cells, Batiuk, Martirosyan and colleagues immunoisolated cells by targeting the astrocyte-specific cell surface marker ATP1B2^53^. This protein appears largely absent, or expressed at low levels, in RGL, NSC-stage-1 and NSC-stage-2 cells, consistent with the low number of AST4 cells recovered in the original study. When combined with the fact that most NSCs in adult mice are not cycling^68^, we find it highly likely that few actively proliferating NSCs were sequenced by Batiuk, Martirosyan and colleagues, which, when combined with the data filtering/thresholding common in single-cell data processing, would explain the relative lack of proliferation markers, such as *Mki67*, assigned to AST4.

Crucially, we were able to confirm the sequencing data using RNAscope in situ hybridization to detect NSC-derived cell populations. For our initial assessment, we focused on cells of the astrocytic lineage, as they represent a minority of NSC progeny, and are far less characterized in the literature than their neuronal counterparts^14,55^. Specifically, we validated the presence of A-stage 1, 2, and 4 cells. We observed A-stage-1 and 2 cells to be present mainly in the SGZ, an acknowledged anatomical location for NSCs and their immature progeny in physiological conditions^14,69^.

Our data support the conclusion that TBI produces no change in the developmental linages of NSC-derived neuron and astrocytes. This is in direct contrast to reports of unique cell populations associated with the development of neurodegenerative diseases such as Alzheimer’s^70^ and Huntington’s^71^, including the appearance of multiple populations of reactive astrocytes characterized by GFAP upregulation. Although these are chronic neurodegenerative diseases in which changes in cell identity may well occur over years in a non-synchronous manner, large changes in cell identity were also reported on the shorter time-scale of experimental autoimmune encephalomyelitis induction in mice^72^, suggesting that responses to injury and disease development depend on a combination of initial cellular identity, cell-autonomous injury response and insult-mediated changes in the tissue (micro)environment^73^. Indeed, TBI-induced changes in NSCs appear subtle, with the major effects appearing to be on the relative abundance of NSC-derived neuronal and astrocytic cells. We found that TBI resulted in an increase in the abundance of NSC-derived neuronal populations N-stage 1–5 cells. Concomitantly, TBI resulted in a decreased abundance of the NSC-derived astrocytic populations A-stage 1, 2, and 4, without seeming to have any effect on the abundance of A-stage 3 cells. These observations suggest a concerted effect of TBI on NSC-derived cell populations, possibly promoting neurogenesis at the cost of astrogliogenesis. Supporting this conclusion, RNA velocity analysis indicates that TBI likely alteres the fate of RG-like cells, increasing their probability to transition to N-stage 1 cells and decreasing their probability to transition to A-stage 1 cells. Interestingly, NSC-stage 2 cells also showed an increased probability of transitioning to N-stage 1, while NSC-stage 1 cells showed an increased probability of transitioning to NSC-stage 2 cells. These observations are consistent with an increase in neurogenesis in response to TBI. Further supporting this conclusion, N-stage 1 cells showed an increased probability of transitioning to more differentiated neuronal states—specifically N-stage 2. As N-stage 2 cells express neuroblast markers, such as DCX, this observation is compatible with an increase in immature neuronal cells induced by TBI in the DG, which we also observe using immunohistochemical detection of DCX. Overall, RNA velocity predicts an increased progression of progenitors along the neurogenic lineage at the apparent expense of astrogliogenesis following TBI. In addition, RNA velocity predicted “back flow” transitions amongst cells in the astrocytic lineage, irrespective of experimental groups. Interestingly, several studies have showed astrocyte dedifferentiation towards immature cells with NSC potential as a response to gliosis, inflammation and injury conditions, and surgery and anesthesia^74–76^. These studies demonstrate a tendency of injury and disease to induce (mature) astrocytes to proliferate and dedifferentiate, acquiring certain properties of progenitor cells, while remaining in the glial cell lineage^73,77^. Whether this response is initiated in animals receiving control craniotomies as a response to the anesthesia and/or surgery^76^, or the dissociation procedure used to produce the single-cell suspension^78^ is unclear at present. Crucially, however, TBI does produce a detectable and distinct response: by favoring the A-stage 4 to A-stage 3 transition, at the expense of A-stage 3 and A-stage 4 transitions to A-stage 2, TBI appears to buffer the overall astrocytic loss across the lineage for this particular population, consistent with our observations that A-stage 3 was the only cell population not numerically affected by TBI, and our DEG analysis indicating that TBI affected the differentiation status of this population. This is in line with injury and disease-producing unique responses in astrocytes^73^. However, our in silico predictions require experimental confirmation and follow up to understand their biological relevance.

NSC proliferation and neurogenesis, induced by physiological stimuli such as running, are uncoupled from NSC-derived astrogliogenesis^14^. According to this model, TBI would be predicted to increase neurogenesis without affecting astrogliogenesis. However, contrary to this prediction, our results favor a model where NSC-derived astrogenesis is disfavored following moderate TBI, and increased astrogliosis in the DG results from the local proliferation of mature astrocytes, indicating that these two processes are differentially regulated. We can only speculate about the consequences of these changes for local tissue homeostasis at the AHN niche, but the DG is populated by multiple astrocyte subclasses, showing heterogeneity in molecular, morphological, and physiological properties. Importantly, astrocyte populations reside in distinct areas of the DG, indicating location-specific functions and interactions with local cellular environments, suggesting that subtle changes in the number and location of astrocytes likely impact DG function^79^.

Our analyses of DEGs in specific cell populations indicate that A-stage 3 is the population most affected by TBI in terms of changes in cell function. In terms of individual genes affected by TBI *Ppp1r14b* is upregulated following TBI in NSCs (RG-like, NSC-stage 1, NSC-stage 2), astrocytic (A-stage 3), and neuronal (N-stage 1–4) cell populations. *Ppp1r14b* is a gene associated with proliferation and migration in other cell types^80^. *Ppp1r14b* is upregulated in hippocampal NSCs after kainic acid administration, an experimental condition that induces pathological NSC proliferation, and *Ppp1r14b* is a validated target of microRNA-137, which prevents the kainic acid-induced loss of RG-like NSCs associated with hyperproliferation in the DG^53,81,82^. Taken together, these observations suggest that *Ppp1r14b*-mediated pathways may be involved in pathological activation of NSCs and migration of some of the populations that derive from them. However, the role of *Ppp1r14b* and many other of the DEGs in hippocampal NSCs and their progeny remains unknown, warranting future studies to characterize its function(s) in detail in the context of TBI. Overall, we have predicted cellular functions that may have been affected by TBI, based on DEG analysis. These predictions require further validation, possibly by examining protein levels and investigating gene functions in specific cell types using Cre/lox-based approaches.

To better understand the effects of TBI on the spatial organization of identified cell types within the DG, we turned to spatial transcriptomics^83^. Using Molecular Cartography and a multimodal reference mapping of our scRNA-seq dataset, we were able to localize 17 cell populations that were initially annotated from the scRNA-seq dataset, to their location within the DG. Focusing on 13 populations, which represented NSCs and their progeny, we assigned cell populations to different anatomical locations in the AHN niche, and found that N-stage 3 and A-stage 1 cells, which represent two early cell populations from the NSC-derived neuronal and astrocytic lineages respectively, were misplaced in the DG of mice subjected to TBI. The alterations in the anatomical location of N-stage 3 cells is compatible with the increase in DCX+ cells observed with immunohistochemistry following TBI, and supported by our RNA velocity analysis. Changes in immature neuronal cell location impacts on their circuit integration, as they need to be physically adjacent to coordinate their lateral migration^49^. This suggests that N-stage 3 cells are related to the ectopic neurons that have been observed after TBI in the DG^84^. Although previous studies have shown that astrocytic cells are generated in low numbers from NSCs in the AHN niche^14,35^, molecularly distinct, spatially organized astrocyte populations appear to support local functions in the hippocampus^37,79,85^.

Recent observations have shown that physiological stimuli, such as running, stimulate adult NSC-derived neurogenesis without affecting astrogliogenesis^14^. In contrast, we show here that pathological insults, such as TBI, may stimulate adult NSC-derived neurogenesis at the expense of astrogliogenesis, highlighting the importance of assessing the balance of these processes in the AHN following pathological insults. In particular, our studies using RNA velocity and Molecular Cartography identified a transition limited progression through A-stage 1 as a major effect of TBI on NSC-derived astrocyte maturation in the DG. Astrocytes are key regulators of cell-cell interaction in the hippocampus, supporting critical aspects of circuit function from initial synapse assembly and pruning, through to control of local homeostasis and modulation of synaptic transmission^86^. In particular, astrocyte dysfunction following TBI affects the metabolic support of neurons^87^ and hilar astrocytes contribute GABAergic inhibition of hippocampal dentate granule cells^88^. Moreover, neuronal rearrangements take place in the hilus after TBI, where mossy cells are sensitive and become hyperexcitable following injury^89,90^. Although it is tempting to speculate that the numerical and spatial changes in specific NSC-derived astrocytic populations may contribute to deficient metabolic support in the DG after TBI, future studies should clarify the functional relevance of these cell subpopulations. Our observation of hilar astrocytosis by immunohistochemistry and spatial transcriptomic detection of GFAP raises the interesting question how this could be compatible with decreased NSC-derived astrogliogenesis. Recent observations have demonstrated that local proliferation of mature astrocytes is a central contributor to lifelong astrogliogenesis in the dentate gyrus^14,91^. Such phenomenon could explain hilar astrocytosis even when NSC-derived astrogliogenesis is inhibited by TBI. Indeed, we observed clusters of mature (S100B + ) proliferative astrocytes in the hilus after TBI, indicating that local astrocyte proliferation and NSC-derived astrogliogenesis can be differentially regulated by TBI, and therefore they may contribute distinctly to astrocyte dynamics and hippocampal plasticity. It is unlikely that these astrocytes arose via NSC-derived astrogliogenesis, because they did not express Nestin-GFP and it takes approximately a month for NSCs to differentiate into S100B-expressing astrocytes^13^. Hence, our data indicate that the local proliferation of mature astrocytes and NSC-derived astrogliogenesis may contribute distinctly to astrocyte dynamics and hippocampal plasticity.

Overall, based on the results we describe, we propose a model for the effects of TBI on NSCs and the cell populations that derive from them in the AHN, which incorporates our key findings of changes in cell fate specification and differentiation and cell position (Fig. 5q, r).

Arguably, our work has some technical and conceptual limitations. Previous studies on the response of NSCs in the DG to TBI have delivered inconsistent observations regarding the degree to which neurogenesis is modified^24^. However, the direction of the change is disputed^60^, with some studies reporting a decrease^92,93^ and other studies an increase^94–96^. These discrepancies may be explained by variations in the use of different TBI models and experimental design. A previous study using CCI to investigate the effect of injury severity, concluded that moderate TBI promoted NSC proliferation without increasing neurogenesis, as measured by the number of DCX+ cells in the DG two weeks after injury^24^. In contrast, we observed a significant increase in DCX+ cells, although we used different injury induction parameters. According to a recent effort to standardize CCI parameters across different laboratories, the TBI that we induced can be defined as moderate^21^. This definition is compatible with our observation of an impairment in hippocampal-dependent learning in the Morris water maze, concomitant with an increase in neurogenesis^21,24^ and defects in cell positioning and circuit integration. Regarding possible implications for TBI in humans, CCI only mimics certain aspects of human TBI. Specifically, mild, moderate or severe TBI are clinically defined in humans based on loss of consciousness, alterations in mental states, post-traumatic amnesia or coma at different times post-TBI, some of which are not considered in rodent models^21^.

While the presence of adult hippocampal neurogenesis in humans has been recently debated^97,98^, its impairment in older adults may play a role in neurodegenerative diseases, such as Alzheimers’^99–102^. An actionable roadmap towards a better understanding of the role of AHN in Alzheimers’, and possibly other neurodegenerative diseases associated with TBI such as Chronic Traumatic Encephalopathy, has been recently proposed^103^. Importantly, outside of the hippocampus, TBI induces the expression of NSC markers in individual cells of the perilesional human cortex, suggesting that TBI may induce neurogenesis in the human brain^104^.

In conclusion, the molecular and cellular changes we describe here in mouse may well help us to better understand the changes induced by TBI in the hippocampus of TBI patients, possibly opening up new targets for diagnosis, prevention and treatment of neurodegenerative diseases.

## Methods

### Animals

All animal procedures were approved by the commission for Animal Welfare at the University of Amsterdam (animal protocol CCD 4925) and/or KU Leuven (animal protocol 082/2018) and were performed according to the guidelines and regulations of the European Union for the use of animals for scientific purposes and the ARRIVE guidelines for reporting animal research^105^. Eight-week-old male Nestin-GFP^+/−^ male mice^25^ (available from the Jackson Laboratory as STOCK Tg(Nes-EGFP)33Enik/J), or C57/Bl6J (wild-type) male mice were used in our experiments. All mice were bred in house and housed in groups of 3–4 animals per cage throughout the experiment under a 12-h light/dark cycle (lights on at 08.00 AM) in a temperature and humidity-controlled room (21 °C, 50%) with *ad libitum* access to food and water. All mice were randomly assigned to experimental groups, and the sample size was based on previous work^20,106^. We did not consider sex in our study design and deliberately have used male mice only as sex and gonadal hormones have been shown before to influence astrogliosis after TBI in mice, indicating that the inclusion of both sexes in experimental groups could increase experimental variability^107,108^. We do not we make any claims as to whether our results are equally applicable to females.

### Controlled cortical impact

A controlled cortical impact model was used to induce a traumatic brain injury^20^. In brief, mice were placed in a stereotaxic frame and anesthetized using 2% isoflurane throughout the surgery. A craniotomy was performed, creating a 4 mm window along the skull sutures from bregma to lambda (2.5 mm posterior to and 2.5 mm lateral to the midline suture) over the left hemisphere. The skull cap was removed without damaging the dura. A 3 mm rounded stainless-steel impact piston was placed at an ~20-degree angle directly in contact with the surface of the dura, as determined using the zero-point contact sensor and a controlled impact was delivered using a Leica Impact One™ Stereotaxic Impactor (Meyer Instruments) with the following settings: 1 mm impact depth, 5.50 m/s velocity, dwell time 300 ms. After the impact, the skull bone was placed back and glued in place using medical-grade Superglue. The skin was stitched to close the wound and animals were allowed to recover on a 37 °C heat pad until fully awake.

### Behavioral testing

The effects of TBI on spatial learning were assessed 15 days after CCI using the Morris water maze test^109^. Briefly, the acquisition phase consisted of two training trials per day with an inter-trial-interval of 10 min during five consecutive days, starting at day 15 post CCI. During the acquisition phase, the platform was hidden in the NW-quadrant of the pool one cm below the water surface. On day seven, the platform was removed from the pool for a single probe trial, in which the time spent in the target quadrant was recorded. Behavior was recorded by a video camera connected to a computer with Ethovision software (Noldus, The Netherlands) for analysis, and also manually scored by an experimenter that was blind to the condition of the animals. Escape latency to platform and time spent in the target quadrant were quantified.

### Euthanasia and tissue extraction

Mice were sacrificed 15 days post-TBI or control craniotomy. Mice destined for immunohistochemistry were sacrificed by an overdose of Euthasol (pentobarbital sodium and phenytoin sodium), followed by intracardial perfusion fixation with ice-cold PBS, followed by 4% PFA. The brains were isolated and stored in PBS until further use. Mice destined for single-cell experiments were sacrificed by rapid decapitation, after which brains were removed and the dentate gyri microdissected ready for dissociation. Mice destined for experiments using either RNAscope or Molecular Cartography were sacrificed by rapid decapitation, after which the brains were removed and directly processed, according to the manufacturer’s protocols.

### 5-Bromo-2′-deoxyuridine (BrdU) administration

BrdU administration was performed after CCI or control craniotomy^81^. BrdU (Sigma, St Louis, MO, USA, cat #B5002-1G) was diluted in sterile saline and administered through intraperitoneal injections at 150 mg/kg concentration (15 mg/ml of BrdU was diluted in sterile phosphate-buffered saline (PBS) with 0.01 N sodium hydroxide (1% of the total solution). Mice received 4 injections at 16, 24, 40, and 48 h after the TBI control craniotomy. Mice were sacrificed 15 days post-surgery.

### Retrovirus production and retrovirus-GFP labeling of newborn cells

Newborn cells in the DG were labeled using a retroviral vector (RV-GFP) injections^26^. HEK293T cells (CRL-3216 cell line obtained from the American Type Culture Collection, tested for mycoplasma infection using MycoAlert® Mycoplasma Detection Kit, LONZA LT07-118) were co-transfected with pCAG-GFP, pCMV-GP, and pCMV-VSV-G plasmids using calcium-phosphate precipitation in a 3:2:1 ratio. The media containing retrovirus was collected 48 h after transfection. Cell debris was removed from the supernatant by centrifugation at 3200×*g* for 10 min and filtration through a 0.22-μm filter (MCE membrane filter Millipore, Sigma-Aldrich). The retrovirus was concentrated by ultra-centrifugation at 160,000 × *g* for 2 h (Sorvall WX Ultracentrifuge and SureSpin 630 swinging bucket rotor; Thermo Fisher Scientific, Waltham, MA, USA). The retroviral pellet was resuspended in 200 μl phosphate-buffered saline (PBS; Sigma-Aldrich, St. Louis, MO, USA), aliquoted and stored at −80 °C. The titer was at 7.0 × 10^9^ particles/ml. In total, 400 nl of this RV-GFP suspension were stereotactically injected into the DG of wild-type mice (anterior-posterior: −1.7 mm, latero-lateral: −1.6 mm, dorsal-ventral: −1.9) immediately before TBI or Control craniotomy. Following surgery, mice were placed on a warm pad and allowed to recover. Mice were sacrificed 15 days post-injection. GFP signal was detected in tissue sections using an anti-GFP antibody.

### Immunohistochemistry and image acquisition for BrdU and RV-GFP quantification

Experiments were performed following methods optimized for use in transgenic mice^11,13,110^. Animals were deeply anesthetized using 2% isoflurane and were subjected to transcardial perfusion with 25 ml of PBS followed by 30 ml of 4% (w/v) paraformaldehyde in PBS, pH 7.4. The brains were removed and post-fixed, with the same fixative solution, for 3 h at room temperature, then transferred to PBS and kept at 4 °C. Quantitative analysis of cell populations in transgenic mice was performed by means of design-based (assumption-free, unbiased) stereology using a modified optical fractionator sampling scheme as previously described^110^. Slices were collected using systematic-random sampling. The right hemisphere was selected per animal. The hemisphere was sliced sagittally in a lateral-to-medial direction, from the beginning of the lateral ventricle to the middle line, thus including the entire DG. In all, 50-μm slices (cut using a Leica VT 1200 S vibrating blade microtome, Leica Microsystems GmbH, Wetzlar, Germany) were collected in six parallel sets, each set consisting of 12 slices, each slice 300 μm apart from the next. The sections were incubated with blocking and permeabilization solution (PBS containing 0.25% Triton X-100 and 3% BSA) for 3 h at room temperature, and then incubated overnight with the primary antibodies (diluted in the same solution) at 4 °C. After thorough washing with PBS, the sections were incubated with fluorochrome-conjugated secondary antibodies diluted in the blocking and permeabilization solution for 3 h at room temperature. After washing with PBS, the sections were mounted on gelatin-coated slides with DakoCytomation Fluorescent Mounting Medium (DakoCytomation, Carpinteria, CA). Sections used for the analysis of BrdU incorporation were treated, before the immunostaining procedure, with 2 N HCl for 20 min at 37 °C, rinsed with PBS, incubated with 0.1 M sodium tetraborate for 10 min at room temperature, and then rinsed with PBS. The GFP signal from Nestin-GFP was detected with an antibody against GFP for enhancement and better visualization. The following antibodies were used: chicken anti-GFP (Aves Laboratories, GFP-1020, 1:1000 dilution); goat anti-GFAP (Abcam Ab53554, 1:1,000 dilution); rabbit anti-S100β (Dako GA50461-2, 1:750 dilution); rat anti-BrdU (Abcam Ab6326 [BU1/75 (ICR1)], 1:1000 dilution), goat anti-DCX (Santa Cruz, cat# sc-8066, 1:500 dilution); rabbit anti-Ki67 (Abcam Ab16667, 1:1000 dilution); AlexaFluor 488 donkey anti-chicken (Molecular Probes, Thermo Fisher Scientific/Invitrogen, cat # A78948, 1:500 dilution); AlexaFluor 568 donkey anti-rat (Molecular Probes, Thermo Fisher Scientific/Invitrogen, cat # A78946, 1:500 dilution); AlexaFluor 647 donkey anti-rabbit (Molecular Probes, Thermo Fisher Scientific/Invitrogen, cat # A-31573, 1:500 dilution); AlexaFluor 647 donkey anti-goat (Molecular Probes, Thermo Fisher Scientific/Invitrogen, cat # A-21447, 1:500 dilution), and DAPI (Sigma, 1:1000 dilution) was used as a counterstain when required. BrdU-positive cells were categorized with different combinations of antibodies (Nestin-GFP/GFAP; Nestin-GFP/S100β; Nestin-GFP/Mik67). All fluorescence immunostaining images were collected employing a Leica SP8 laser-scanning microscope (Leica, Wetzlar, Germany) and a 63× objective (Leica) using the manufacturer’s software (Leica Application Software X) following protocols optimized for stereotaxic quantification and quantitative image analysis^13,81^. The signal from each fluorochrome was collected sequentially, and controls with sections stained with single fluorochromes were performed to confirm antibody penetration and to exclude the possibility of fluorescence bleedthrough between acquisition channels. Images of sections from TBI and Control mice were acquired using identical settings and conditions. All images were imported into Adobe Photoshop 7.0 (Adobe Systems Incorporated, San Jose, CA) in tiff format. Brightness, contrast, and background were adjusted equally for the entire image using the “levels” controls from the “image/adjustment” set of options without any further modification. Al images shown are projections from z-stacks ranging from 10 μm (typically for imaging individual cells) through to 20 μm thickness.

### Newborn neuron morphology analysis

The dendritic arbors of RV-GFP-labeled newborn neurons were analyzed using confocal Z-stack images of GFP + /DCX+ cells in the DG^26,111^. Briefly, the number of primary dendrites emerging from the neuron soma or the presence of a main dendrite bifurcating within the first 10 μm from the soma were measured, alongside the spine density per 10-μm dendritic segment in GFP+ secondary or tertiary dendrites.

### General immunohistochemistry procedure

PFA-fixed brains were cryoprotected using 30% sucrose and then sliced into 40 μm-thick slices: every 8th section was taken for immunostaining, ensuring a 280 nm separation between slices^26^. Fluorescence immunohistochemistry was performed following a standard procedure. Sections were first incubated with blocking and permeabilization buffer (1× PBS/5% normal goat serum (Cell Signaling, cat #5425)/0.3% Triton X-100) for 30 min, followed by incubation with the primary antibody overnight at 4 °C. Sections were thoroughly washed with PBS and subsequently incubated with fluorescent secondary antibodies for 2 h at room temperature. After thorough washing with PBS, tissue slices were mounted on glass slides and counterstained with Vectashield antifade mounting medium containing DAPI (Vector Laboratories, cat# H-1200-10). The following antibodies were used: rabbit anti-GFAP (Dako, cat# Z0334, 1:10,000 dilution;) in combination with goat anti-rabbit Alexa 568 (Molecular Probes, Thermo Fisher Scientific/Invitrogen, cat # A-1101, 1:500 dilution), goat anti-DCX (Santa Cruz, cat# sc-8066, 1:500 dilution) in combination with donkey anti-goat Alexa 488 (Molecular Probes, Thermo Fisher/Invitrogen, cat # A-11055, 1:500 dilution). DAB-based immunohistochemistry for DCX was performed according to a standard protocol, as previously described^111^, using goat anti-DCX (Santa Cruz, cat# sc-8066, 1:800 dilution) in combination with donkey anti-goat-biotin (Jackson Immuno Research, cat# 705-065-147, 1:500 dilution). Nissl staining was performed to counterstain nuclei using Cresyl Violet^26^. Total DCX+ cell numbers were assessed in wild-type (non-transgenic) animals using a stereological approach^112^. Gliosis was analyzed by measuring GFAP surface area coverage in the whole hippocampus using ImageJ^53^.

### RNAscope® fluorescent multiplex in situ hybridization

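In the sequenced cells of both conditions, Slc1a3 was measured at 5670 CPM in A-stage 1, 3010 in A-stage 2, 5290 in A-stage 3 and 5103 in A-stage 4. In the same order, Hapln1 was at 51.5, 154, 309.5 and 437 CPM, Neat1 at 380, 1053, 363 and 665, Sned1 at 179, 249, 36.8 and 142, and Sparc at 901, 60.6, 325 and 14.9. Frzb was at 129 CPM in A-stage 1 and at or below 2.83 in A-stages 2 to 4. Part of these genes also served to name the clusters.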

Based on population-specific RNA-seq gene lists (Supplementary Data 3), we selected seven target transcripts in a way that their combination would allow us to distinguish cell population along the astrogenic lineage (Supplementary Fig. 7), despite the limited multiplexing capacity of the RNAscope technique^37^. This resulted in an inclusion/exclusion strategy in which the detection of some of the probe targets together with the lack of detection of others was unique to a cell type. According to this strategy, we defined A-stage 1–4 cells as follows:

A-stage 1 cells (*Slc1a3* + *, Hapln1−, Neat1* + *, Sned1* + *, Sparc* + *, Ascl1* + *, Frzb* + *)*

A-stage 2 cells (*Slc1a3* + *, Hapln1−, Neat1* + *, Sned1* + *, Sparc−/+, Ascl1−, Frzb−*)

A-stage 3 cells (*Slc1a3* + *, Hapln1* + *, Neat1−/+, Sned1−, Sparc* + *, Ascl1−, Frzb−*)

A-stage 4 cells (*Slc1a3* + *, Hapln1* + *, Neat1* + *, Sned1* + *, Sparc−, Ascl1−, Frzb−*)

where (−) indicates no expression, ( + ) indicates strong expression, and (−/+) indicates weak expression. Freshly removed brains from C57/Bl6J mice were directly snap-frozen using liquid nitrogen. Overall, 16 µm-thick sections containing the hippocampus were cut using a cryostat and collected directly on Superfrost glass slides. The following RNAscope® probes were used:

(i) *Slc1a3*: *Mus musculus* solute carrier family 1 (glial high-affinity glutamate transporter) member 3 (*Slc1a3*) mRNA, RNAscope® HiPlex Probe - Mm-*Slc1a3* (cat# 430781-T9);

(ii) *Haplnl: Mus musculus* hyaluronan and proteoglycan link protein 1 (*Hapln1*) mRNA, RNAscope® HiPlex Probe - Mm-*Hapln1*-T1 (cat# 448201-T1);

(iii) *Neat1*: *Mus musculus* nuclear paraspeckle assembly transcript 1 (*Neat1*) long non-coding RNA, RNAscope® HiPlex Probe - Mm-*Neat1*-T7 (cat# 440351-T7);

(iv) *Sned1*: *Mus musculus* sushi nidogen and EGF-like domains 1 (*Sned1*) mRNA, RNAscope® HiPlex Probe - Mm-*Sned1*-T6 (cat# 418571-T6);

(v) *Sparc*: *Mus musculus* secreted acidic cysteine-rich glycoprotein (*Sparc*) transcript variant 1 mRNA, RNAscope® HiPlex Probe - Mm-*Sparc*-T5Ascl1 (cat# 466781-T5);

(vi) *Ascl1: Mus musculus* achaete-scute complex homolog 1 (*Drosophila*) (*Ascl1*), mRNA, RNAscope® HiPlex Probe - Mm-*Ascl1*-T3 (cat# 313291-T3);

(vii) *Frzb*: *Mus musculus* frizzled-related protein (*Frzb*), mRNA, RNAscope® HiPlex Probe - Mm-*Frzb*-T2 (cat # 404861-T2).

The RNAscope® HiPlex v2 Assay (cat# 324102) was performed following the manufacturer’s instructions^113^, and images were collected on a Zeiss LSM 510 confocal laser-scanning microscope 10×, air, (N.A:0.3) and 40×, water (N.A: 1.2) objectives. A 10× overview of the dorsal DG was taken first and 40X Z-stack images with 1 µm intervals were then produced and analyzed using ImageJ.

### Molecular cartography

C57/Bl6J mouse brains were processed according to the manufacturer’s protocol. Briefly, the ipsilateral side of the brain was trimmed to a dimension of maximum 1 cm thickness and immersed in a proprietary fixative (Resolve BioSciences GmbH, Monheim am Rhein, Germany), after which brains were placed in a proprietary stabilization buffer. Brains blocks were then sectioned into 2-mm slices and immersed in cryo-embedding medium (Resolve BioSciences GmbH, Monheim am Rhein, Germany), followed by snap-freezing in liquid N_2_. In all, 10 µm sections were generated using a cryostat. Samples processed in this way were used for highly multiplexed single molecule in situ hybridization (Molecular Cartography platform) as described in^50^. Essentially, five tissue sections from three different animals (TBI) and four tissue sections from two different animals (Control) were stained with probes targeting 93 genes defining specific stages along both the neuronal and astrocyte lineages (Supplementary data 10). Tissue sections were counterstained with DAPI to allow cell identification through nuclear segmentation. Nine tissue sections were imaged and data files generated containing the *x*–*y* co-ordinates of each transcript detected. These images were processed by QuPath 0.2.3 software to segment single cells from the granule layer of the dentate gyrus (DG) (subdivided in GL1 and GL2), subgranular zone (SGZ) and hilus^53^, based on the DAPI signal (using QuPath’s cell detection algorithm with the parameters indicated in Supplementary Data 11). Co-ordinates for segmented nuclei were transferred to ImageJ 2.0.0-rc-43/1.52n, and the transcript count per nucleus was extracted using the Polylux_V1.6.1 ImageJ plugin, developed by Resolve Biosciences.

### Preparation of single-cell suspensions

Single-cell suspensions were prepared from individual microdissected ipsilateral dentate gyri (5–6 animals per experimental condition), using a neural tissue dissociation kit (Miltenyi Biotech), according to the manufacturer’s protocol. Enzymatic digestion was followed by manual dissociation using first a P1000 pipet tip, followed by further dissociation using a P200 pipet tip. After the final round of mechanical dissociation, the suspensions were filtered using a 40-µm cell strainer and collected in HBSS containing RNase inhibitor. Individual cell preparations were pooled by condition, and centrifuged at 300×*g*_Av_ for 12 min, after which the cell pellet was resuspended in PBS containing 0.5% FBS.

### Fluorescence-activated cell sorting

GFP-positive cells were isolated from the dentate gyrus of Nestin-GFP mice using fluorescence-activated cell sorting (FACS) with a BD FACSAria™ III Cell Sorter. Propidium iodide (PI) was added to the single-cell suspension to discriminate between live and dead cells. In a first step, doublets and cell debris were removed based on forward and side scatter. Dead cells were then removed based on PI staining, after which the single-cell suspension was sorted into GFP-positive and negative populations based on the intrinsic GFP signal recorded in the FITC channel (Supplementary Fig. 1). GFP-positive populations were sorted and collected in PBS containing FBS. Cell concentration was adjusted to 1000 cells/µL. Other studies have used similar strategies in which specific NSC populations are labeled with fluorescent proteins controlled by different cell-type-specific promoters^29,114^.

### Library preparation

Single-cell suspensions were prepared from microdissected DGs obtained from 8-week-old Nestin-GFP mice, using Control=5 and TBI = 6 animals per condition. Library preparations for scRNA-seq were performed using a 10X Genomics Chromium Single Cell 3’ Kit, v3 (10X Genomics, Pleasanton, CA, USA). The cell count and the viability of the samples were assessed using a LUNA dual fluorescence cell counter (Logos Biosystems), and a targeted cell recovery of 6000 cells per sample was aimed for. Post-cell counting and QC, the samples were immediately loaded onto a Chromium Controller. Single-cell RNA-seq libraries were prepared according to the manufacturer’s recommended protocol (Single cell 3’ reagent kits v3 user guide; CG00052 Rev B), with library quality checked at all indicated protocol points using a Qubit to measure cDNA concentration (Thermo Fisher) and Bioanalyzer (Agilent) to measure cDNA quality. Single-cell libraries were sequenced on either an Illumina NovaSeq 6000 or HiSeq4000 platform using a paired-end sequencing workflow with the recommended 10X v3 read parameters (28-8-0-91 cycles). We aimed for a sequencing coverage of 50,000 reads per cell.

### SC data preprocessing and clustering analysis

Data were demultiplexed and mapped using a standard CellRanger 3.0.2 workflow making use of the UCSC mouse genome GRCm38/mm10 assembly and refdata-cellranger-mm10-3.0.0 reference dataset. Libraries having low or high RNA content were removed to exclude cells with degraded RNA or potential cell doublets, respectively. Clustering analysis was done using the R Seurat_3.2.0 package^34^ using the standard workflow. *Malat1* was excluded from the analysis, since many reads mapped to it, creating an artificial peak. Datasets were normalized by the global-scaling normalization function *LogNormalize*. Variable features were found using the *FindVariableFeatures* default variance stabilizing transformation (vst) method, by fitting log(variance) and log(mean) using local polynomial regression (loess). Canonical Correlation Analysis (CCA) was performed for the integration of anchors by *FindIntegrationAnchors* on 20 CCA dimensions and *IntegrateData* on the top 20 CCAs. The integrated data was scaled and centered using the *ScaleData* function on all transcripts. Principal Component Analysis (PCA) on the resulting data was performed using 30 dimensions. A resampling *Jackstrow* test was performed to assess the significance of PCA components. The percentage of variance explained by each PCA was saturating at number 20. Therefore, the 20 most significant PCs were selected for UMAP reduction using *RunUMAP*, *FindNeighbors* and *FindClusters* functions. Except for the number of PCA components, no other default parameters were changed in these functions. Sub-clustering was done using the same procedure, except that only cells belonging to the astrocytic and neuronal lineages (including NSC and progenitor cells) were used (taking into account the top 30 CCA and top 16 PCA dimensions). The resolution of the initial high-level cell-type clustering was set to 3.0, and when reclustering data it was set to 0.8.

### Population enrichment analysis

The significance of population enrichment by TBI or Control samples was tested with a two-sided binomial test, using the R base *binom.test* function. The probability of success was set to represent the proportion of sequenced cells originating from the TBI samples against the whole database (62.96% for the higher-order clustering (Fig. 2c) and 57.39% in the case of the pseudotime analysis (Fig. 2f).

### Differential expression analysis

After reclustering, astrocyte and neuron data went through an additional round of SCT normalization, performed using the Seurat *SCTransform* function with default parameters, to regress out noise arising from mitochondrial genes. Differential gene expression analysis to detect cell-type-specific markers (Supplementary Data 3) was performed on the SCT normalized data using the Seurat *FindMarkers* function, using a 0.25 threshold on the ln-fold expression difference and requiring a minimum of 25% of the cells in a given population to express the marker gene. The significance of each marker was calculated using a Wilcoxon rank sum test and corrected using the Bonferroni method. To detect differentially expressed genes between equivalent cell populations identified in Control and TBI conditions, MAST tests were performed (using an extension in the Seurat *FindMarkers* function) with subsequent Bonferroni correction (Supplementary Data 7). Genes were taken to be differentially expressed (DEGs) if they showed at least a 0.2 ln-fold change in a minimum of 25% of cells within a given population.

### Integration of the scRNA-seq and spatial data

Spatial and single-cell data were integrated in order to find matching populations. For this purpose, all the extracted spatial data was merged with the single-cell data, using the R Seurat_3.2.0 package anchor-integration method. Prior to integration, spatial and single-cell datasets were separately log-normalized and variable features for each were identified, using *LogNormalize* and *FindVariableFeatures* with vst methods, respectively. Next, integration anchors were found using the *FindIntegrationAnchors* function, using 8 dimensions of CCA reduction. Next, the two databases were merged using the *IntegrateData* function, using 8 CCA dimensions. Finally, the integrated data was scaled; PCA and PCA-based UMAP analysis were performed on 8 PCA dimensions using *RunPCA*, *RunUMAP*, *FindNeighbors* and *FindClusters* functions with resolution set to 1 and all other parameters set to default. Clouds representing only the spatial data were identified. These clusters are either driven by technical factors or represent mature cells (not present in the single-cell database) and were, therefore, removed before the integration method described above was repeated using the following parameters: 10 CCA, 10 PCA, and 0.8 clustering resolution.

### Pseudotime analysis

Lineages were constructed using the Monocle v3_1.0.0 R package^36^, using the *cluster_cells, learn_graph,* and *order_cells* functions with default parameters, based on clustering obtained using the UMAP dimensionality reduction method and the integrated normalized expression matrix in Seurat. NSC-like populations (NSC-stage-1, NSC-stage2, and RG-like populations from the 10x scRNA dataset and clusters 7–8 from the integrated spatial and scRNA datasets) were used as the root from which developmental pathways were developed. N-stage 7 cells and A-stage 5–7 cells clustered separately in UMAP space, indicating that they likely represent non-NSC-derived lineages. Therefore, they were excluded from pseudotime analysis.

### Pathway analysis

Gene enrichment and functional annotation analyses of cell population-specific differentially expressed (up/downregulated) genes were performed using GO and KEGG databases accessed through clusterProfiler version 3.18.1^115^. First, an unbiased analysis was performed to report all the KEGG pathways/GO terms related to the gene list of interest. This was followed by sorting based on the following keywords: *‘Synapse’, ‘Axon’, ‘Neuron’, ‘Nervous’, ‘Glia’, ‘Astrocyte’, ‘Microglia’, ‘Injury’, ‘Growth’, ‘Tnf’, ‘Neuro’, ‘Age’, ‘Myelin’, ‘Sheath’, ‘Reactive’, ‘Ion’, ‘Proliferation’, ‘Genesis’, ‘Development’, ‘Morphology’, ‘Formation’, ‘Circuit’, ‘Axonogenesis’*. The corresponding outputs for the biased and unbiased analysis are reported in Supplementary Data 4 and 5 (for marker genes), Supplementary Data 8 and 9 (for up or downregulated genes in TBI) log fold change >0.2 and adjusted *P* value < 0.05.

### RNA velocity analysis

Analysis was performed on the R velocyto.R_0.6 package, using spliced and unspliced RNA counts obtained through the standard run10x workflow using the gRCm38/mm10 genome. UMAP embedding space was imported from the respective Seurat clustering analysis. RNA velocity was calculated for Control and TBI separately, after removing the N-stage 7 and A-stage 5, 6, and 7 populations. The following workflow was implemented:

#### Step 1

*RunVelocity* function was used with default parameters, except *spliced.average* = *0.5, fit.quantile* = *0.02, kCells* = *20* to obtain “current” and “deltaE” matrices.

#### Step 2

The “current” and “deltaE” matrices from step 1, and the UMAP embeddings from clustering analysis, were used in the *show.velocity.on.embedding.cor* function to obtain “tp” (transition probability matrix), “cc” (velocity-correlation matrix) and RNA Velocity on embeddings. All parameters were used with default settings, except the neighborhood size which is reported in Supplementary Data 12.

#### Step 3

For every population, the mean transition probability to each of its neighbors was calculated, using the *show.velocity.on.embedding.cor* function, where *emb* represented the UMAP embeddings of the clustering analysis (Fig. 2d) and *vel* represented the list of “current” and “deltaE” matrices (step 1) for the subpopulation under consideration. The neighborhood size, *n*, was set according to the number of cells in the populations of interest, using a minimum of 300 cells. The velocity-correlation matrix, *cc*, was obtained from step 2 for the population of interest. Parameter *scale = ’sqrt’* was used. The remaining parameters were used with default settings. The “tp” matrices obtained after step 3 were used in step 4. These data are available as Supplementary Data 15.

#### Step 4

Using “tp” matrices obtained from step 3, box plots were constructed. Box plots show the median, first quartile (25%), third quartile (75%) and interquartile range. Whiskers represent data minima and maxima; dots are data points located outside the whiskers, * marks a significant difference between Control and TBI, based on independent non-parametric two-sided Wilcoxon tests.

### Hierarchical clustering, construction of pseudotime profiles, and comparative functional annotations for cell populations

#### Hierarchical clustering

Gene lists for each cell population were obtained from each study included in the comparisons and a similarity matrix was constructed to quantitatively represent the degree of overlap between gene sets. The matrix elements were populated with the count of common genes between corresponding pairs of studies. Hierarchical clustering was employed to group studies based on the similarity matrix using the Hclust function from the stats package (version 4.1.1) on R version 4.1.1. Clusters within the dendrogram were identified using the cutree function, specifying the desired number of clusters. In this analysis, three clusters were defined.

#### Pseudotime analysis

Pseudotime trajectories were constructed using R packages Tidyverse (version 1.3.1), Ggpubr (version 0.4.0), and Ggforce (version 0.4.1) on R version 4.1.1, based on the temporal ordering of cells reported in refs. ^27^ and ^29^. Subsequently, gene lists from ref. ^37^ and the current study were overlaid onto their respective pseudotime trajectories, associating gene expression profiles with temporal progression.

#### DAVID functional GO analysis

Gene enrichment and functional annotation analysis were conducted using the DAVID tool (https://david.ncifcrf.gov/home.jsp). A stringent threshold of a minimum of three genes per term and an EASE score of 0.01 were employed. Enriched Gene Ontology (GO) terms and pathways were identified, and significance was determined by a false discovery rate (FDR)-adjusted *P* value < 0.05.

### Figure preparation

Figures were prepared using R v3.6.0/v4.1.0, RStudio 1.0.136/1.4.1106/v4.1.2, Adobe Photoshop CC 2022 version 23.3.2, Adobe Illustrator 2024 version 28.3. GraphPad Prism 10 for macOS version 10.1.1 was used for all statistical analyses shown in Fig. 1 and Fig. 5j–o. Schemes in Fig. 5q, r were created with BioRender.com.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 4

Supplementary data 3

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

Supplementary data 9

Supplementary data 10

Supplementary data 11

Supplementary data 12

Supplementary data 13

Supplementary data 14

Supplementary data 15

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq datasets generated during the current study are available in the Gene Expression Omnibus repository, GEO accession GSE230942. Spatial transcriptomics datasets can be found at 10.5281/zenodo.10829090. Source data corresponding to Figs. 4c–i are available at: https://zenodo.org/records/10829090/files/AstrocyticAndNeuronalLineage_10x.RData?download=1. Source data are provided with this paper.

# Supplementary material for: Traumatic brain injury promotes neurogenesis at the cost of astrogliogenesis in the adult hippocampus of male mice
**Source:** Nat Commun. 2024 Jun 18;15:5222. doi: 10.1038/s41467-024-49299-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Legends for supplementary data files associated to:**

**Traumatic brain injury promotes neurogenesis at the cost of astrogliogenesis in the adult hippocampus of male mice.**

**Nature Communications, 2024**

**Authors**

Bielefeld P, Martirosyan A, Martín-Suárez, S, Apresyan A, Meerhoff GF, Pestana F, Poovathingal S, Reijner N, Koning W, Clement RA, Van de Veen I, Toledo E, Polzer O, Durá I, Hovhannisyan S, Nilges B, Bogdoll A, Kashikar N, Lucassen PJ, Belgard TG, Encinas JM, Holt MG, Fitzsimons CP.

**Supplementary data 1. Number of cells per major cell population in the dentate gyrus, based on clustering of the single cell data.**

**Supplementary data 2. Number of cells per cell subpopulation in the dentate gyrus, based on clustering of the single cell data.**

**Supplementary data 3. Marker genes defining cell clusters identified in the 10X Genomics scRNA-seq dataset.** SCT normalized data.

**Supplementary data 4. Full set of GO and KEGG terms linked to cell subtype specific markers.**

**Supplementary data 5. Selected set of GO and KEGG terms linked to cell subtype specific markers.**

**Supplementary data 6. Average transition probabilities per cell predicted using RNA velocity analysis.**

**Supplementary data 7. Differentially expressed genes per cell population in Control vs. TBI groups.** Genes were identified using a MAST test on SCT normalized data.

**Supplementary data 8. Full set of GO and KEGG terms linked to up or down-regulated genes after TBI.**

GO and KEGG terms included: log fold change > 0.2 and adjusted *p* value < 0.05.

**Supplementary data 9. Selected set of GO and KEGG terms linked to up/down-regulated genes after TBI.** GO and KEGG terms included: log fold change > 0.2 and adjusted *p* value < 0.05.

**Supplementary data 10. Overview of targets in the Molecular Cartography spatial transcriptomics experiments.**

**Supplementary data 11. Cell segmentation QuPath parameters used to define cell boundaries in the Molecular Cartography experiments.**

**Supplementary data 12. Parameters used to run RNA velocity analysis per cell population.**

**Supplementary data 13. Number of cells per cluster and experimental condition, binomial test results.**

**Supplementary data 14. Mean transition probability across cells clusters**

**Supplementary data 15. Source data for Figure 3 and Supplementary Figure 6**

How the deposited data were processed for this re-analysis (not part of the article)

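RNA was measured in single cells from the dentate gyrus of Nestin-GFP mice, sorted for GFP 15 days after a controlled cortical impact (TBI) or a sham craniotomy (Control). The animals of a condition were pooled before sorting, so the deposited data are 2 libraries, 1 per condition, although the sample labels list 8 animals. The paper states 5 Control and 6 TBI animals and the labels 4 and 4. No comparison within animals was made, because the cells cannot be assigned to them. The tables were assigned to conditions by the barcodes that the paper lists for part of its cells.

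The authors made the counts with Cell Ranger on the reference GRCm38/mm10. Each deposited table holds counts of UMIs per gene and cell barcode, whole numbers without normalization, for the barcodes that Cell Ranger called cells and before the authors' filter on RNA content. The sample sheet names libraries and indexes, and the barcode and gene tables name the columns and rows of the counts, and none of them holds a measurement. Gene positions come from the GENCODE annotation of the same genome build.

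The paper's text gives no limits for its filter on RNA content. Cells with at least 200 genes and a UMI count within 3 median absolute deviations of the library's median on the log scale were kept, 3049 of 3086 Control and 5036 of 5081 TBI barcodes, with 24629521 and 31503415 UMIs in all. The limit on deviations removed only the difference between 5038 and 5036 TBI barcodes and no Control barcode beyond those with too few genes. Doublets were called with Scrublet in scanpy 1.11.5 with an expected 0.8% per 1000 cells, and were left in for the main values. All cells were clustered in R 4.3.3 with Seurat 5.3.0, on 2000 variable genes without Malat1, integrated by canonical correlation analysis on 20 dimensions, with 20 principal components and a resolution of 3.0. The lineage cells were clustered again with 30 dimensions, 16 principal components and a resolution of 0.8. These settings are those of the paper's methods, in a later version of Seurat, so the clusters are rebuilt and not the authors' own.

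Clusters of all cells were named by the mean standardized level of fixed marker genes, 10 for NSC, 11 for RG-like, 11 for neuron-like, 10 for astrocyte-like, 8 each for OPC, oligodendrocytes, microglia and mural cells, and 6 for endothelial cells. A name required at least 3 markers detected in 10% of the cells, and a cluster stayed unnamed as described with the cell numbers. The markers came from the paper's text and from its supplementary tables, whose values were seen first. Clusters of lineage cells were named by the correlation with the paper's marker sets for subpopulations, each name first going to 1 cluster by the largest total correlation, if within 0.2 of the cluster's best. This assignment was chosen after the clusters and their shares of TBI cells had been seen. By the best correlation alone, N-stage 1 would have been named N-stage 2 (0.72 against 0.70) and N-stage 5 would have been named N-stage 4 (0.69 against 0.63). Clusters under the other settings were matched to names by the cells that they share. The 18 genes of the text that had no part in naming subpopulations are Ranbp1, Ezh2, Nme1, Eif4g2, Hspa5, Zeb1, Mdk, Plxna4, Neurod2, Tubb2b, Fez1, Reln, Ntrk2, Id2, Smo, Dmd, Id4 and Dcx. Neurod2 and Dcx were among the markers of neuron-like cells.

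The measures were the share of TBI cells in a cluster, the share of each population in its library, the log2 ratio of TBI to Control of summed CPM, the share of cells with a UMI after thinning to 2000 UMIs, and the Pearson correlation of profiles between the libraries. Computations used python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9. Thinning left 2697 Control and 4295 TBI cells. Since a condition is 1 library, no test was made and no genes were counted as changed. The genes named are those in the paper's text, those of Supplementary Data 7 as counts, and in each of 4 major populations the 2 genes with the lowest and the 2 with the highest ratio among genes with at least 100 UMIs in all and 10 in each library. Supplementary Data 1, 2, 3, 7 and 10 of the paper had been seen before this rule was set.

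The sums and intervals were tested on simulated data, in which sums of UMIs were drawn from 1 profile per population at the depths of the 2 libraries and 200 genes were raised or lowered by a log2 value of 1. In neuron-like cells 195 of the 200 genes passed the count limits, 100% of these had a ratio in the right direction past the interval, and the intervals covered the true value for 95.5% of 9618 genes. In astrocyte-like cells 192 genes passed, and the coverage was 95.5% of 6763 genes. The sums were drawn as Poisson counts, without variation between cells, animals or libraries. Coverage near 95% was thus set in advance, and it checks the computation and not whether the intervals hold the spread of these data.

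The main settings and these alternatives were chosen before the data were examined: no filter on RNA content, a limit of 2 median absolute deviations, a mitochondrial limit of 10%, removal of doublets, no integration, clustering without ribosomal and mitochondrial genes and the 500 genes that differ most between the libraries, resolutions of 1.5 and 0.4, resolutions of 4.0 and 1.2, thinning before clustering, 2 other denominators for the shares, 2 other totals for scaling, the mean over cells, removal of doublets from the sums, clusters from merged libraries, subtraction of the level in oligodendrocytes, endothelial and mural cells, unthinned cells, thinning to 1000 UMIs, and profiles over genes with at least 50 UMIs. Chosen after seeing the data were limits of 300 genes and of 5000 (Control) and 4500 (TBI) genes per cell, which keep 7769 barcodes, counts corrected by SCT normalization with sctransform 0.4.2, and A-stage 3 without 2 TBI cells. The deciding values of some tests of technical causes were changed after first values had been seen, and those tests are given in the closing section as chosen after the results.

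The lists of genes were 18 neuroblast genes (Bhlhe22, Calb2, Dcx, Dpysl3, Elavl2, Elavl4, Igfbpl1, Marcksl1, Neurod1, Nsg2, Pcp4, Prox1, Sox11, Sox4, Stmn1, Stmn3, Tmsb10, Tubb3), the 5 of these most specific to neuroblasts (Dcx, Igfbpl1, Neurod1, Sox11, Tubb3), 10 stress and immediate early genes (Atf3, Dusp1, Egr1, Fos, Fosb, Hspa1a, Hspa1b, Ier2, Jun, Junb), 3 astrocyte genes (Aqp4, Gja1, Ntsr2) and 6 nuclear RNAs (Kcnq1ot1, Malat1, Meg3, Neat1, Snhg11, Xist).

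The paper's analyses of RNA velocity, pseudotime and gene ontology, its test of single genes, and its imaging and behaviour were not repeated, since they rest on other measurements, other software or cells as replicates.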

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

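Among the tests in this part, only that of a difference between the libraries in Ppp1r14b in all cells was chosen before its result was seen, and the others were chosen after the results had been seen.

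Ppp1r14b stood out because it was also higher in cell types for which the paper does not report it. In oligodendrocytes its log2 ratio of TBI to Control was 1.66 (95% interval 1.22 to 2.13), from 51 UMIs in 571 Control cells and 250 in 1115 TBI cells. With doublets and mixed clusters left out, it was 1.21 (0.48 to 2.00) in oligodendrocytes, from 21 and 65 UMIs, so most of these UMIs lay in the cells left out. Free RNA from neuron-like cells is argued against as the whole cause, from the level of the 5 genes most specific to neuroblasts. It would bring 40.4% of the Ppp1r14b level in oligodendrocytes, endothelial and mural cells of the TBI library and 41.0% in the Control library. With doublets and mixed clusters left out, it would bring 19.3% and 14.5%. With this part taken off, log2 ratios of 1.06 and 0.82 remained. RG-like cells of the TBI library held 1096 CPM of Ppp1r14b and 3639 of the 5 genes, against 1085 and 9912 in neuron-like cells. Free RNA from RG-like cells would thus bring a larger part, which was not worked out, and is not ruled out. Doublets do not account for all of the higher level. The ratio over these 3 types was 0.91 (0.59 to 1.23) with doublets and mixed clusters left out. The median log2 ratio over the 3 types was 0.66, above the highest value in the 7 lineage populations that the paper names, 0.64. A like difference in every cell type is argued against by microglia, in which the ratio was -0.41 with an interval of -0.98 to 0.17, below the 0.39 to 0.64 of the lineage populations. A response to TBI and a difference between the 2 libraries in most cell types cannot be told apart for Ppp1r14b, because each condition is 1 library. A response of many cell types to TBI was not tested.

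Pycard stood out as 1 of the genes with the largest ratio in neuron-like cells, which the paper does not discuss. Its log2 ratio there was 2.28 (1.64 to 2.98), from 23 UMIs in Control and 150 in TBI cells, and it was 1.57, 2.21, 1.88 and 2.82 in N-stages 1 to 4. A few cells of another type do not hold it, since the 2 highest TBI cells had 5.33% of its UMIs and 132 of 1068 TBI cells had at least 1. Free RNA from microglia, where Pycard is highest, would bring 0.365% of its level in the TBI neuron-like cells. A difference in all cells is argued against by RG-like cells, with a log2 ratio of -0.19 (-0.56 to 0.17), and by NSCs, with -0.29 (-0.70 to 0.11). It was higher in mural cells (2.06, 1.14 to 3.12) and endothelial cells (0.99, 0.10 to 1.97) as well. A response to TBI and other differences between the 2 libraries that touch only some cell types remain open and were not tested.

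A mural cluster stood out by its origin, with 85.6% of its 305 cells from the TBI library (81.1 to 89.3), against 66.6% of the 428 cells of the largest mural cluster. Fos was measured at 7947 CPM in it and at 69.4 in the largest mural cluster, and Pdgfrb, a marker of mural cells, at 1788 and 2586. Dissociation of tissue can induce such genes. A stronger response to dissociation in all cells of the TBI library is argued against by the 10 stress genes, whose log2 ratio was lowest in RG-like cells at -0.52 and below 0 beyond the interval in 5 of 9 major populations, while it was above 0 in the other 4. The other 4 were OPCs (1.07, 0.76 to 1.38), oligodendrocytes (0.87, 0.78 to 0.95), mural cells (0.63, 0.60 to 0.66) and endothelial cells (0.12, 0.09 to 0.15). The rise was thus not in mural cells alone. Within the largest mural cluster the ratio was 0.97 (0.78 to 1.17), and within the flagged cluster 0.28 (0.24 to 0.33). A response of some cell types to handling in 1 library, and a response to TBI, remain open, because a cluster mostly of 1 library may reflect that library.

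An oligodendrocyte cluster stood out in the same way, with 85.8% of its 240 cells from the TBI library (80.8 to 90.0), against 59.8% of the 393 cells of the largest oligodendrocyte cluster. Its cells carried markers of other types. The log2 ratio to the largest oligodendrocyte cluster was 4.67 for neuroblast genes, 5.33 for endothelial and 1.89 for astrocyte markers, and 2.83 for these 3 sets together. Mural markers were at 1.46 (0.83 to 2.11). Microglia markers went the other way, at -0.61 (-3.14 to 1.39), from 9 UMIs in the largest cluster and 3 in this one. Oligodendrocyte markers were almost level, at -0.20. Scrublet called 14.6% of the cells doublets, and 87.3% of the cells left without them came from the TBI library. These values are consistent with doublets and other mixed droplets, more of them in the TBI library. Whether TBI makes such mixed droplets more frequent was not tested.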

How the results depend on the processing

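In this part, the limits on genes per cell, the counts corrected by SCT normalization and the values without 2 TBI cells were chosen after the results had been seen. No result whose interval excluded its reference changed its direction under an alternative with a called value. Among the others, the share of neuron-like cells kept its side of the share of all cells in 9 of 10 settings and that of NSC-stage 2 in 8 of 10. No paired analysis was possible because each condition is 1 pooled library. No library was left out in turn, since 1 library per condition leaves nothing to compare.

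Shares of TBI cells in the 9 major populations moved by less than their counting intervals under every alternative except for 3 values. Astrocyte-like cells came to 45.2% with a limit of 2 median absolute deviations and 39.9% with cells thinned before clustering, and oligodendrocytes to 71.0% with a mitochondrial limit of 10%. The intervals of NSCs excluded the share of all cells in 9 of 10 other settings. With the limits on genes per cell, theirs (52.3 to 63.8) included the 62.9% of all cells. Those of astrocyte-like cells, oligodendrocytes, endothelial and mural cells excluded the share of all cells in 10 of 10. In 2 of these types, 1 cluster each stood out by its high share of TBI cells, and leaving out a cluster chosen in this way lowers the share by construction. Without the mural cluster of immediate early genes, mural cells came to 62.6% (58.5 to 66.5), and without the oligodendrocyte cluster of mixed markers, oligodendrocytes came to 62.9% (60.3 to 65.4), against 62.3% of all cells. A mural cluster of 91 cells with 44.0% from the TBI library was kept.

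Among subpopulations, A-stage 2 came to 26.1% with cells thinned before clustering, and A-stage 6 to 47.5% with a limit of 2 median absolute deviations and 34.0% with thinned cells. A-stage 3 came to 49.6% without a filter on RNA content, 49.6% with a limit of 2 median absolute deviations and 49.6% at the lower resolution, 3 settings in which no A-stage 4 cluster was separated. The first of these differs from the main setting by 8087 instead of 8085 cells. Apart from these merged clusters, the cause was not tested. The other subpopulation shares stayed within their intervals under each alternative. A-stage 1 lay between 30.2% and 35.6%, A-stage 4 between 35.0% and 38.9% in the 7 settings that gave it, N-stage 1 between 62.7% and 66.7%, and N-stage 4 between 63.6% and 68.3%. No value could be had for N-stages 5 and 6 with the mitochondrial limit, N-stage 3 without integration, NSC-stage 1 and N-stage 2 at the lower resolution, and N-stages 3 and 5 with thinned cells.

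The ratio of a population's share in the TBI library to that in the Control library depends on the denominator by construction. With lineage cells only, it was 0.865 for NSCs, with an interval that included 1 (0.696 to 1.08), 1.11 for RG-like cells, 1.36 for neuron-like and 0.723 for astrocyte-like cells. Without astrocyte-like cells, it was 0.763 for RG-like (0.617 to 0.945) and 0.936 for neuron-like cells, 1.02 for oligodendrocytes, 1.13 for endothelial and 1.24 for mural cells. The ratio of neuron-like cells thus lay above 1 with all cells and below 1 without astrocyte-like cells, and its interval included 1 both times. That of RG-like cells lay below 1 with all cells (0.886, 0.717 to 1.10) and above 1 with lineage cells only (0.897 to 1.37).

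Log2 ratios of the 14 pairs of gene and population named in the text kept their direction under each alternative that gave a value. With the level in oligodendrocytes, endothelial and mural cells subtracted, they were 1.61 for Med29 in RG-like cells and, in A-stage 3, 7.14 for Sox4, 8.24 for Pcp4 and -1.39 for Nacc2, and for 3 other pairs no level was left to compare. With doublets removed, they were 0.18 for Sox4, 0.55 for Stmn1 and 1.21 for Pcp4, and the mean over cells gave 0.48 for Stmn1. Without the 2 TBI cells, they were 0.00044 for Sox4, 0.26 for Stmn1 and 0.64 for Pcp4. The counts corrected by SCT gave 0.50 for Ppp1r14b in RG-like cells and 0.84 in N-stage 4. For the subtraction and SCT, the cause was not tested. Scaling by the median ratio moved no pair beyond its interval, and it shifted all genes by over 0.1 only in N-stage 5, by 0.32. Of the 16 genes chosen by size, 6 moved with doublets removed, 3 as the mean over cells, 2 with merged libraries and 1 of 6 with the subtraction, and 0 reversed.

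Shares of cells with a UMI follow the depth. Mki67 was found in 97.4% of unthinned NSC-stage 1 cells and 56.6% at 1000 UMIs, in 90.4% and 44.7% of NSC-stage 2 cells, and in 35.5% and 5.69% of RG-like cells. Of the 17 shares compared, 15 moved without thinning and 14 at 1000 UMIs, and with SCT 14 of 14 moved. Depth also limits N-stage 5, the cluster nearest to A-stage 7 and A-stage 6, whose cells had medians of 1622, 1479 and 1901 UMIs.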

Differences from the paper's values

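In this part, the limits on genes per cell and the counts corrected by SCT normalization were chosen after the values had been seen, and the other alternatives before the data were examined.

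The paper's table gives 228 NSCs where 345 were found here. Of the alternatives set before the data were examined, clustering without integration (323), at the lower resolution (335) and at the higher resolution (329) gave numbers within 1.5 times the paper's, and the others did not: no filter (351), 2 median absolute deviations (350), the mitochondrial limit (355), doublets removed (346), other clustering genes (127) and thinned cells (357). The paper's table gives 73 NSC-stage 1 cells where 152 were found here, and none of the alternatives set before the data were examined came within 1.5 times of it, with values between 132 and 163. The lower resolution gave no such cluster. With the limits on genes per cell, chosen after seeing the values, there were 301 NSCs and 71 NSC-stage 1 cells.

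The column of ratios in Supplementary Data 7 is headed as a natural logarithm. The paper's values for the 14 pairs of gene and population in the text lay at a median of 1.08 times (0.853 to 1.24) the log2 ratio of mean SCT-corrected counts plus 1, and at 1.55 times their natural logarithm, so the values are compared on the log2 scale. The paper's test took cells as replicates, while the values here are sums over 1 library per condition. For Ppp1r14b, with 1 added to the mean level per cell, the paper's value was 0.46 in RG-like cells against 0.34 here (0.24 as a natural logarithm), the paper's 0.51 in N-stage 1 against 0.40 (0.28), the paper's 0.55 in N-stage 2 against 0.44 (0.31), the paper's 0.62 in N-stage 3 against 0.50 (0.35), and the paper's 0.71 in N-stage 4 against 0.50 (0.35). For Med29 in RG-like cells the paper's value was 0.33 against 0.15 here (0.10). Of the alternatives set before the data were examined, merged libraries brought N-stage 2 to 0.48 and scaling by the median ratio brought N-stage 3 to 0.52, within the counting error of the paper's values. The other alternatives did not close these gaps, and none of them closed those of RG-like cells, N-stage 1 and N-stage 4 for Ppp1r14b or that of Med29. Counts corrected by SCT, which the paper's methods name for its tests and which were chosen here after seeing the values, gave 0.43, 0.46, 0.48, 0.56 and 0.64 for Ppp1r14b in the order above and 0.27 for Med29, all within the counting error of the paper's values.

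The shares of A-stage 3 cells with a gene in the paper's table are given first for TBI and then for Control cells. The paper's values for Sox4 were 95.7% and 70.7%, against 11.0% and 10.3% here after thinning to 2000 UMIs. For Stmn1 the paper's values were 95.7% and 71.3% against 9.42% and 6.41%, for Eid1 the paper's 81.2% and 51% against 19.4% and 14.7%, and for Pcp4 the paper's 54.3% and 17.2% against 2.09% and 0.641%. For Ppp1r14b the paper's values were 93.5% and 68.2% against 13.6% and 16.7%, for Arhgdia the paper's 16.1% and 38.9% against 9.95% and 11.5%, and for Nacc2 the paper's 31.2% and 57.3% against 15.7% and 25.6%. Of the alternatives set before the data were examined, unthinned cells came within 1.5 times of the paper's values for Arhgdia (16.6% and 39.5%) and Nacc2 (30.6% and 58.0%) and for Eid1 in Control cells, where 36.9% (29.4 to 45.0) still lay below the paper's 51%, and not for the others, and thinning to 1000 UMIs did so for none. Counts corrected by SCT, chosen after seeing the values, gave 96.4% and 73.9% for Sox4, 96.9% and 75.2% for Stmn1, 79.3% and 50.3% for Eid1, 53.4% and 15.3% for Pcp4 and 93.8% and 70.1% for Ppp1r14b, and the unthinned values for Arhgdia and Nacc2.

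The paper states more changed genes in A-stage 3 than in any other population, while its Supplementary Data 7 lists 75 for A-stage 3, 237 for A-stage 2 and 587 for A-stage 7. The text counts fewer changed genes than the table, which holds 802 genes in 989 pairs. The cells of the paper's table of major populations sum to 7789, and those of its table of subpopulations to 4007, of which 57.7% are from TBI.

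The paper describes A-stage 2 as lacking Vim and Hes5. Vim (24.8 CPM) was low here, while Hes5 was at 208 CPM and found in 23.2% of thinned cells, against 0.253% of oligodendrocytes. It describes A-stages 5 to 7 as lacking Hes5, Smo, Fgfr3 and Dmd. In A-stage 6, a cluster with little nuclear RNA, Smo (17.1 CPM) was low, while Hes5 was at 334, Fgfr3 at 129 (5.58 in oligodendrocytes) and Dmd at 94.7. It gives Nme1 as a marker of NSC-stage 1 and Hspa5 as one of NSC-stage 2, and both were highest in RG-like cells among these 3 clusters (496 and 577 CPM). The other 5 genes it gives for the 3 clusters, Ranbp1, Ezh2, Eif4g2, Neurog2 and Zeb1, were highest where it places them. It separates A-stages 3 and 4 from A-stage 2 by Smo, Fgfr3, Dmd and Hes5. Of these only Hes5 was higher in A-stages 3 and 4 here, and Hes5 also served to name them. For its probes, the paper describes A-stage 2 as lacking Hapln1. The level of Hapln1 there was 154 CPM, below A-stages 3 and 4 (309.5 and 437) and above A-stage 1 (51.5).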

Other observations

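In this part, the tests of free RNA, of SCT normalization, of cells with little RNA in A-stage 2 and of the sort were chosen before their results were seen, and those of doublets in A-stage 3, of N-stage 5, of the limit on genes, of Hes5 and of single cells of another type were chosen after the results had been seen.

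The higher level of neuronal genes in A-stage 3 of the TBI library was weighed against technical causes. Over the 18 neuroblast genes the log2 ratio was 1.37 (1.13 to 1.61). Free RNA from other cells is argued against by the same list in oligodendrocytes, endothelial and mural cells together, with a log2 ratio of 0.032 (0.005 to 0.060). That test is weak, since these cells express part of the list themselves, at 2129 CPM in Control and 2177 in TBI cells, and over the 5 genes most specific to neuroblasts their log2 ratio was 0.50 (0.38 to 0.62). In A-stage 3 of the TBI library, the 2 cells highest in these 5 genes held 80.5% of their 113 UMIs, with a median of 0 per cell. Free RNA would be spread over many cells, so this argues against it as the cause of their higher level. That value was looked at after the results had been seen. A small part from free RNA in the other cells is not ruled out. Doublets of astrocytes with neuroblasts may account for the higher level in A-stage 3. Of the 18 genes, 2 TBI cells held 214 and 58 UMIs, and 1 of these cells was called a doublet. Without them the log2 ratio over the 18 genes was 0.13 (-0.17 to 0.42). Over the 5 genes most specific to neuroblasts, the log2 ratio was 2.19 with the 2 cells highest in that list and -0.13 without them. For Eid1, which is not on the list, a ratio of 0.48 (0.03 to 0.93) was left, and a response to TBI remains open for it.

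The share of A-stage 3 cells with these genes changed with SCT normalization, which the paper's methods applied. Over Sox4, Stmn1, Eid1 and Pcp4, the mean share of TBI cells minus that of Control cells was -0.58 percentage points in raw UMIs and 27.8 points after SCT. With all cells at 1 depth it was 3.88 points after SCT (6.71 for Sox4, 2.75 for Stmn1, 4.63 for Eid1 and 1.45 for Pcp4). The Control cells alone were then split at random 5 times, and 1 part was thinned by the ratio of depths between the libraries. After SCT the thinned part exceeded the other by 15.7 percentage points on average, and by -0.32 points without thinning. The genes differed. The thinned part exceeded the other by 21.8 points for Sox4 and 26.1 for Stmn1, where the libraries differed by 22.5 and 21.7, but by 5.40 points (-3.23 to 15.9 over the 5 splits) for Eid1 and 9.29 for Pcp4, where they differed by 29.0 and 38.1. For Ppp1r14b, the libraries differed by 23.7 points after SCT and by -0.27 at 1 depth, and the thinned part exceeded the other by 22.1. A correction of shallower cells by SCT may therefore account for the higher shares of Sox4, Stmn1 and Ppp1r14b in the TBI library. For Eid1 and Pcp4 the tests differ, since most of the difference was gone at 1 depth while the split gave a smaller part of it, and how much of it SCT brings remains open.

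Fewer A-stage 2 cells in the TBI library were weighed against a difference in damaged or low-RNA cells. Astrocyte-like cells above their median UMI count came to 38.8% from the TBI library and those at or below it to 58.9%. With depth taken relative to each library's median, the values were 43.8% and 53.9%. A-stage 2 cells above these medians came to 14.6% and 27.2%, and those at or below them to 46.5% and 41.8%. These values do not decide, because the TBI library was shallower in astrocyte-like cells (median UMIs at 0.663 times those of Control) than in all cells (0.817), so a limit on UMIs places fewer TBI astrocytes above it even when set relative to each library. More damaged or low-RNA cells in 1 library and a change in astrocytes after TBI cannot be told apart, and losses in dissociation that differ between cell types remain open.

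The lower share of astrocyte-like cells was weighed against a difference in the sort of non-neural cells. NSC, RG-like and neuron-like cells together came to 61.9% from the TBI library (59.9 to 63.8), against 48.9% of astrocyte-like cells within the same lineage, so a different number of oligodendrocytes, endothelial or mural cells is argued against as the whole cause. A difference in the sort of astrocytes themselves was not tested.

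N-stage 5 had few UMIs and leading hemoglobin genes. Clusters of other types with a median UMI count under 0.333 times the library's came to 57.5% from the TBI library (54.4 to 60.6), below the share of all cells. The types went both ways, with 74.3% in the cluster nearest to endothelial cells and 81.6% in that nearest to mural cells, and 56.6% and 53.9% in 2 astrocyte-like clusters and 34.8% in the unnamed cluster nearest to them, so the value over all of them decides nothing. For N-stage 5 itself a higher share after TBI and more damaged neurons in 1 library cannot be told apart, since its cells are of 1 kind and each condition is 1 library.

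The larger NSC-stage 1 of the rebuilt clusters is consistent with an upper limit on genes per cell in the paper's filter. All 83 cells above 5000 (Control) or 4500 (TBI) genes were absent from the paper's list, and 69 of the 69 within them were listed. The limits were read from the listed cells, so this is not a test on other data.

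Hes5 was lower in the TBI library in RG-like cells (log2 ratio -1.06, -1.20 to -0.93), NSCs (-0.81, -0.95 to -0.67), NSC-stage 1 (-1.43), NSC-stage 2 (-0.48, -0.67 to -0.29), N-stage 1 (-0.81) and A-stage 1 (-0.76, -1.26 to -0.29). A like difference in all cells is argued against by astrocyte-like cells, in which it was 0.15 (0.01 to 0.30), and by A-stage 3 among them (0.30, 0.07 to 0.53), while a difference in many lineage clusters, A-stage 1 included, is not. Outside the lineage it was 1.65 (0.79 to 2.64) in OPCs and -2.12 (-3.97 to -0.54) in mural cells, the latter from 13 and 5 UMIs. Fewer doublets with astrocytes are argued against as the whole cause, since the astrocyte RNA in NSCs and RG-like cells, from Aqp4, Gja1 and Ntsr2, would bring at most 1.88% of their Hes5 level in Control cells. This was not tested for N-stage 1 and A-stage 1. A response to TBI and a difference between the libraries within these cells remain open. Aldoc, the other gene with the lowest ratio in RG-like cells, was at -1.15 (-1.52 to -0.79), and Kitl and Fosb in NSCs are given with the NSC results.

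Several genes with the largest ratios are markers of other cell types. In RG-like cells the highest were Mal (3.74) and Cryab (2.77), in neuron-like cells Vtn (2.40), with Mal among the lowest (-1.51), and in astrocyte-like cells the lowest were Ttr (-2.72) and Calml4 (-1.73). Over 7 such pairs, Vtn in NSCs included, the 2 highest cells of the library with the higher level held a median of 81.9% of the gene's UMIs (48.3% to 99.9%), and over 50% in 6 of 7 pairs. A few cells of another type may therefore account for a large part of these ratios. With doublets removed, the log2 ratio in RG-like cells was 1.30 (0.27 to 2.44) for Mal and 1.00 (0.05 to 2.02) for Cryab. In neuron-like cells it was then 1.57 (0.73 to 2.49) for Vtn and -0.70 (-1.10 to -0.31) for Mal. Vtn in NSCs fell to 0.49 (-0.76 to 1.75), and Ttr and Calml4 did not change. For Aldoc in RG-like cells, an astrocyte gene outside these pairs, the 2 highest Control cells held 37.0% of the UMIs. Its log2 ratio was -0.68 (-1.10 to -0.26) with doublets removed and -0.45 (-0.84 to -0.05) with merged libraries, so cells of another type may account for part of it. The other genes named by size were Sept1 in neuron-like cells (-1.55, -2.02 to -1.10) and Tshz2 (1.14, 0.66 to 1.63) and Lrtm2 (1.03, 0.57 to 1.49) in astrocyte-like cells. A few cells of another type are argued against for these 3. The 2 highest cells of the library with the higher level held 3.05%, 13.3% and 6.32% of their UMIs, in the same order. With doublets removed, the log2 ratios were -1.54, 1.14 and 1.03. No other explanation of these 3 was tested.

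Clusters differed in nuclear RNA. The 6 nuclear RNAs made up a median of 0.0506% of the UMIs in Control and 0.0668% in TBI cells of A-stage 6, 0.0271% and 0.0327% in N-stage 6, and 0.0569% and 0.0978% in the cluster nearest to A-stage 7, against 14.1% and 16.5% in A-stage 3. Whether the clusters with little nuclear RNA hold intact cells was not tested, and this limits what their levels and shares can show.

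The sex of the animals was looked up in the genes that mark it. In NSCs, Xist had 0 UMIs in Control and 1 in TBI cells, while Ddx3y was at 92.6 and 111 CPM, Eif2s3y at 59.7 and 54.8, Kdm5d at 28.2 and 33.1, and Uty at 23.2 and 24.0.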
